# Therapeutic role of miR-19a/19b in cardiac regeneration and protection from myocardial infarction

**DOI:** 10.1038/s41467-019-09530-1

**Published:** 2019-04-17

**Authors:** Feng Gao, Masaharu Kataoka, Ning Liu, Tian Liang, Zhan-Peng Huang, Fei Gu, Jian Ding, Jianming Liu, Feng Zhang, Qing Ma, Yingchao Wang, Mingming Zhang, Xiaoyun Hu, Jan Kyselovic, Xinyang Hu, William T. Pu, Jian’an Wang, Jinghai Chen, Da-Zhi Wang

**Keywords:** Cardiac regeneration, Cardiovascular diseases, Heart failure

## Abstract

The primary cause of heart failure is the loss of cardiomyocytes in the diseased adult heart. Previously, we reported that the *miR-17-92* cluster plays a key role in cardiomyocyte proliferation. Here, we report that expression of miR-19a/19b, members of the *miR-17-92* cluster, is induced in heart failure patients. We show that intra-cardiac injection of miR-19a/19b mimics enhances cardiomyocyte proliferation and stimulates cardiac regeneration in response to myocardial infarction (MI) injury. miR-19a/19b protected the adult heart in two distinctive phases: an early phase immediately after MI and long-term protection. Genome-wide transcriptome analysis demonstrates that genes related to the immune response are repressed by miR-19a/19b. Using an adeno-associated virus approach, we validate that miR-19a/19b reduces MI-induced cardiac damage and protects cardiac function. Finally, we confirm the therapeutic potential of miR-19a/19b in protecting cardiac function by systemically delivering miR-19a/19b into mice post-MI. Our study establishes miR-19a/19b as potential therapeutic targets to treat heart failure.

## Abstract (web summary)

The *miR-17-92* cluster has been shown to regulate cardiomyocyte proliferation in vitro and in genetic mutation and overexpression models. Here the authors show that the cluster member miR-19a/19b regulates cardiomyocyte proliferation in vivo, and that delivery of miR-19a/19b to the heart leads to both short-term and long-term protective responses to myocardial infarction.

## Introduction

During heart development, the specification of cardiac progenitor cells and cardiomyocytes, their proliferation and differentiation, and ultimately the maturation of terminally differentiated cardiomyocytes is a complicated process dictated by the genetic blueprint and orchestrated by regulatory networks involving transcriptional and epigenetic control of gene expression. It is generally believed that terminally differentiated cardiomyocytes in adult mammalian hearts have exited the cell cycle and have lost the ability to proliferate^1^. As a result, adult hearts fail to regenerate themselves upon myocardial infarction (MI) (also referred to as heart attack) in which massive numbers of cardiomyocytes are lost^2^. Despite numerous efforts in the past decades to promote cardiovascular health, heart failure following MI remains the leading cause of mortality and morbidity in humans. Interestingly, recent work has begun to reveal that postnatal mammalian hearts possess the potential for regeneration under a variety of pathophysiological conditions^3–6^, raising hope for a therapeutic approach to repair damaged hearts.

microRNAs (miRNAs), a class of ~21–23 nucleotide non-coding RNAs, have emerged as key regulators of cardiomyocyte proliferation, differentiation, and cardiac function. Previously, functional screening identified many miRNAs that have the potential to stimulate neonatal cardiomyocyte proliferation^7^. Among them, has-miR-199a-3p and hsa-miR-590-3p, upon intra-cardiac injection, were shown to stimulate cardiomyocyte proliferation and improve cardiac function in response to MI^7^. Intriguingly, Aguirre et al. reported that miR-99/100 and let-7 modulate cardiac regeneration in zebrafish and mouse; inhibition of these miRNAs stimulated cardiac regeneration, apparently by enhancing cardiomyocyte dedifferentiation^8,9^. In another study, the function of miRNAs in regulating cardiomyocyte proliferation and heart regeneration was linked to the Hippo/Yap pathway, in which members of the *miR302-367* cluster directly target key components of the Hippo/Yap pathway^10^. miR-34a, which was initially demonstrated to regulate the ageing process, is an important regulator of cardiomyocyte proliferation and cardiac regeneration such that inhibition of this miRNA leads to enhanced cardiomyocyte proliferation and cardiac regeneration in response to MI^11^. Intriguingly, a recent study showed that a single-dose intracardiac injection of miR-199a-3p and miR-590-3p mimics was able to protect cardiac function in response to MI, underscoring the therapeutic potential of miRNAs in cardiomyopathy^12^.

The *miR-17-92* cluster of miRNAs has been shown to regulate animal development and cell proliferation^13–16^. It has also been shown that individual members of the *miR-17-92* cluster play distinct yet cooperative roles^16,17^. Using mouse models of genetic mutation and overexpression, we have previously reported that the *miR-17-92* cluster plays a critical role in cardiomyocyte proliferation in embryonic, postnatal, and adult hearts. Cardiomyocyte-specific overexpression of miR-17-92 enhanced cardiomyocyte proliferation in transgenic mice and protected the heart from MI. In particular, we showed that miR-19a and miR-19b are necessary and sufficient for cardiomyocyte proliferation in vitro in isolated neonatal rat cardiomyocytes^18^. Here, we explore the therapeutic potential of miR-19a/19b in cardiac regeneration and protection. We report that intra-cardiac injection or systemic delivery of miR-19a/19b mimics or using an adeno-associated virus 9 (AAV9) delivery method to overexpress miR-19a/19b in mouse heart reduces MI-induced cardiac injury and preserved cardiac function. Our results suggest that miR-19a/19b could become therapeutic targets to prevent and treat cardiac disease.

## Results

### miR-19a/19b is dysregulated in diseased hearts

We examined the expression of miR-19a/19b and found that these miRNAs are highly expressed in the hearts of neonatal mice (Fig. 1a). Their expression levels are decreased in postnatal day 12 mouse hearts (Fig. 1a), consistent with the view that these miRNAs are involved in cell proliferation. We further investigated the distribution of these miRNAs in cardiomyocytes and non-cardiomyocytes and found that miR-19a is enriched in cardiomyocytes of adult mouse hearts (Fig. 1b).

**Fig. 1:**
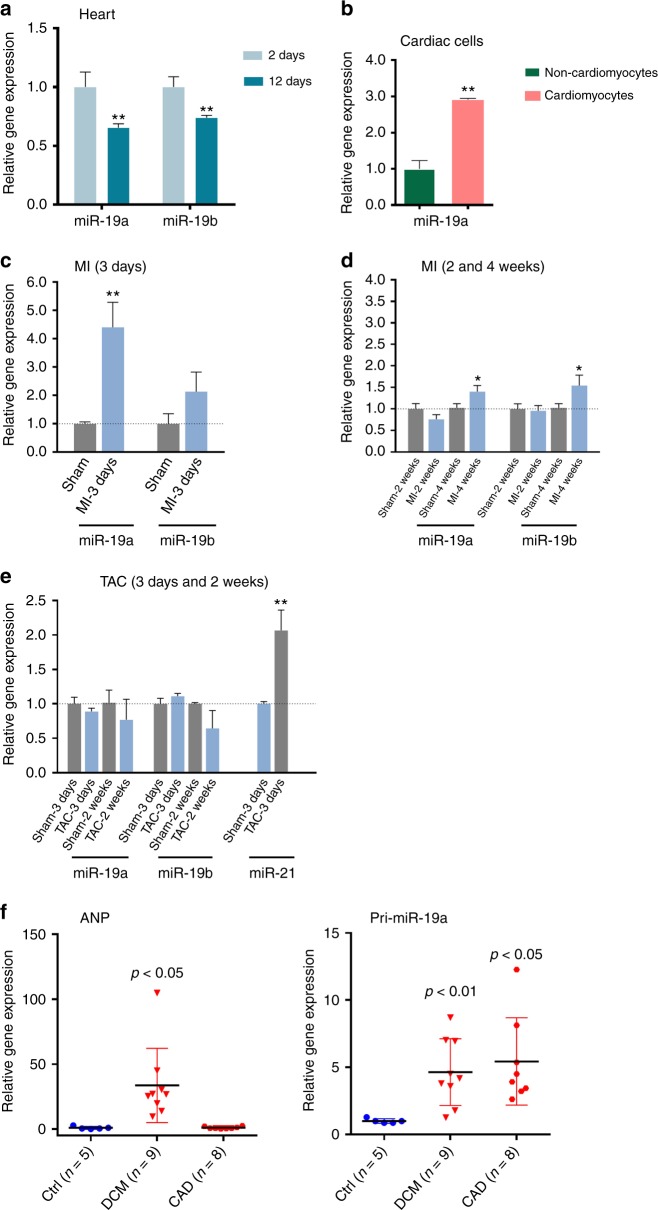
Expression of mir-19a/miR-19b in the heart and cardiomyocytes. **a** qRT-PCR of miR-19a and miR-19b at 2 and 12 days postnatal mouse hearts. *n* = 3 mice. **b** In isolated adult cardiomyocytes and non-cardiomyocytes, qRT-PCR detection of the expression of miR-19a. *n* = 3 mice. **c**, **d** In mouse myocardial infarction (MI) model, qRT-PCR detection of the expression of miR-19a and miR-19b (**c**) at 3 days post-MI (*n* = 6 mice) and (**d**) at 2 weeks and 4 weeks post-MI. *n* = 3–6 mice. **e** In mouse transverse aortic constriction (TAC) induced cardiac hypertrophy model, qRT-PCR detection of the expression of miR-19a, miR-19b, and miR-21 at 3 days and 2 weeks post-TAC. Expression of miR-21 was considered as positive control. *n* = 2–3 mice. **f** In human heart disease samples, qRT-PCR detection of the expression of pri-mir19a in hearts with dilated cardiomyopathy (DCM) and coronary artery disease (CAD). The expression of ANF (encoded by *Nppa*) was considered as positive control. All panels, statistical significance was calculated using Student’s *t*-test and data are presented as means ± s.e.m. *p < 0.05, **p < 0.01 vs. control. Source data are provided as a Source Data file

Next, we studied the expression of miR-19a and miR-19b in mouse models of cardiomyopathy. The expression of both miR-19a and miR-19b was increased in the heart 3 days after MI (Fig. 1c). Two weeks after MI, the expression levels of these miRNAs had returned to normal; however, their expression level increased again 4 weeks after MI (Fig. 1d). We then investigated whether the expression of miR-19a/19b is altered in another mouse model of cardiac remodeling, transverse aortic constriction (TAC)-induced cardiac hypertrophy. However, we found that the expression of miR-19a and miR-19b was not changed in hypertrophic hearts 3 days or 2 weeks after TAC. As a control, we showed that the expression of miR-21 increased in hypertrophic hearts (Fig. 1e), consistent with previous reports^19,20^. These results indicate that the expression (and function) of these miRNAs is specifically associated with MI, not cardiac hypertrophy.

To investigate clinical relevance, we asked whether the expression of these miRNAs is altered in the hearts of human patients with cardiovascular diseases. For this purpose, we performed qRT-PCR assays and found that the expression levels of primary transcripts of the miR-17-92 cluster, which includes miR-19a, were increased in patients with dilated cardiomyopathy (DCM) and coronary artery disease (CAD) (Fig. 1f). As a control, we confirmed that the expression of cardiomyopathy marker gene atrial natriuretic factor (ANF) was increased in DCM but not CAD heart samples (Fig. 1f). Together, these results indicate that the expression of miR-19a and miR-19b is dynamically regulated in cardiomyopathy.

### miR-19a/19b protects the heart from MI

To test the function of miR-19a/19b in the heart, we directly injected miRNA mimics into the heart of a mouse model of MI. The left anterior descending (LAD) coronary artery was permanently ligated (LAD-ligation) in adult mice to create a MI and heart failure model. miR-19a and miR-19b-1, which share an identical seed sequence, are two members of the miR-19 family encoded by the miR-17-92 cluster (Fig. 2a). We first tested whether miR-19a and miR-19b possess similar functions in the heart. miR-19a or miR-19b mimics were directly injected into the heart (intra-cardiac) at regions adjacent to the ligation site. Indeed, injection of either miR-19a or miR-19b mimics preserved cardiac function at 5 days and at 2, 7, and 9 weeks post-MI (Fig. 2b; Supplementary Table 1). Injected hearts exhibited reduction of scar size at 2 months after MI (Fig. 2c, d; Supplementary Table 1). Given that miR-19a and miR-19b have almost identical RNA sequences and both produce similar cardiac protection in infarcted hearts, we decided to combine miR-19a and miR-19b in the following experiments to systematically determine the role of miR-19 in cardiac function and regeneration.

**Fig. 2:**
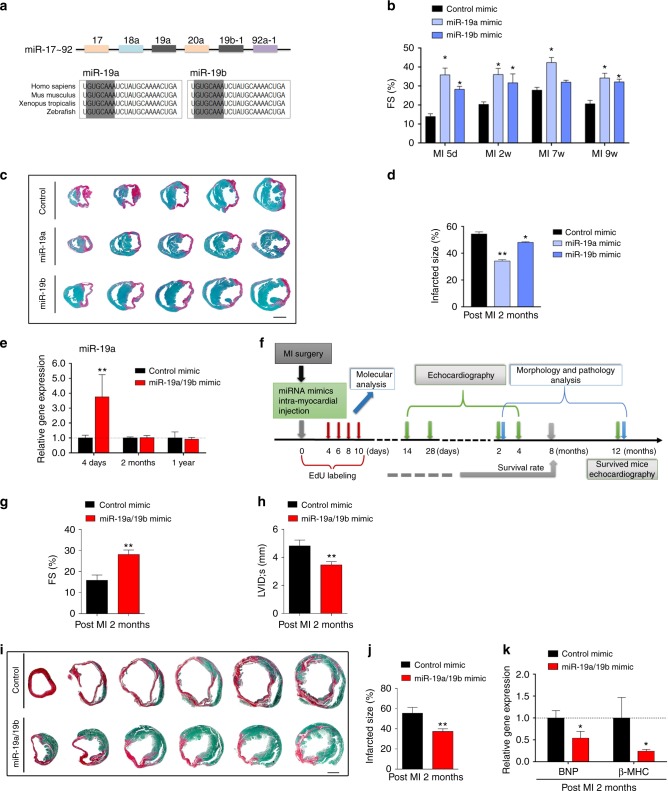
Direct injection of miR-19a/19b mimics protects the heart from myocardial infarction. **a** Gene structure of the *miR-17–92* cluster and conserved sequences of miR-19a and miR-19b across species. Seed sequences are highlighted. **b** Echocardiography analyses of mice with intra-cardiac injection of individual miR-19a, miR-19b or control mimics at 5 days, 2, 7, and 9 weeks post MI. *n* = 3–6 mice. **c** Transverse sections of miR-19a, miR-19b or control mimic injected hearts at 2 months post MI. Sirius red/fast green marks myocardium (green) and scar (red). Scale bar = 2 mm. **d** Quantification of the size of scar. *n* = 3–4 mice. **e** qRT-PCR of miR-19a in heart at 4 days, 2 months, and 1 year after intra-cardiac injection of miR-19a/19b mimics. *n* = 3–5 mice. **f** Experimental design. Mice receiving miR-19a/19b mimic post-MI were assessed for cardiac function short term and long term, as well as morphological assessment. **g** Left ventricular fractional shortening (FS%) and (**h**) LV internal dimension at end-systole (LVID;s). *n* = 5 mice in control mimic group, *n* = 10 mice in miR-19a/19b mimic group. **i** Representative images of series of transverse sections after injection of miR-19a/19b mimics compared to control group at 2 months after MI. Sirius red/fast green collagen staining marks myocardium (green) and scar (red). Scale bar = 2 mm. **j** Quantification of the size of scar in the hearts after injection of miR-19a/19b mimics. *n* = 5 control mice; *n* = 4 miR-19a/19b mimic-treated mice. **k** qRT-PCR detection of expression of pathological remodeling marker genes BNP (encoded by *Nppb*) and β-MHC (encoded by *Myh7*). *n* = 5 control mice; *n* = 6 miR-19a/19b mimic-treated mice. Statistical significance was calculated using Student’s *t*-test in **b**, **d**, **e**, **g**, **h**, **j**, and **k** and data are presented as means ± s.e.m. *p < 0.05, **p < 0.01 vs. control. Source data are provided as a Source Data file

We next carefully examined the pharmacokinetics of miRNA mimics after intracardiac injection and MI. We found that most miRNA mimics appear to be located outside of cell membrane of cardiomyocytes 2 h after injection; 6 h after injection, they are located in the cytoplasm, and at 12–24 h they are located in the whole cell. 48 h after injection, we still detect homogenous distribution of miRNA mimics in cardiomyocytes (Supplementary Fig. 1). Increased miR-19a/19b expression was still detected by qRT-PCR in the heart 4 days after injection. However, no increased miR-19a/19b expression was detected 2 months and 1 year later in miR-19a/19b mimic-injected hearts (Fig. 2e). We systematically analyzed cardiac phenotypes in these miR-19a/19b mimic-injected mice (Fig. 2f; Supplementary Table 2). Cardiac function was measured using echocardiography, and we found that mice injected with miR-19a/19b mimics exhibit improved cardiac function, as evidenced by preserved fractional shorting (FS%), when compared with control mimic-injected mice (Fig. 2g; Supplementary Table 2). Interestingly, overexpression of miR-19a/19b also prevented MI-induced cardiac dilation in these mice (Fig. 2h; Supplementary Table 2). We performed histological analysis and found that injection of miR-19a/19b mimics significantly reduced scar formation in infarcted hearts (Fig. 2i). Quantification of infarct size confirmed this observation (Fig. 2j). We further examined the expression of molecular marker genes and found that the expression of brain natriuretic peptide (*Nppa*) and beta-myosin heavy chain (β-MHC, encodes by *Myh7*), molecular markers of cardiomyopathy, was reduced 2 months after miR-19a/19b injection (Fig. 2k). These results indicate that miR-19a/19b protects the heart from MI.

### Early and late cardiac protection by miR-19a/19b

Interestingly, we observed that miR-19a/19b-mediated cardiac protection exhibited two apparently distinct phases: an early phase immediately after MI (early) and a later phase (late, or long-term) (Fig. 3a). More than 50% of mice injected with control miRNA mimics died within a week after MI, due to heart failure; in contrast, only about 20% died when miR-19a/19b mimics were injected (Fig. 3a). A similarly high mortality rate upon MI was reported previously in a similar study^12,21^. When we applied less severe infarction by lowering the ligation position on the LAD during MI surgery, we observed reduced overall lethality, and injection of miR-19a/19b mimics still exhibited beneficial effects (Supplementary Fig. 2A). We examined cardiac function in mice injected with miR-19a/19b or control mimics at different time points and found that injection of miR-19a/19b mimics protects cardiac function at 2–4 weeks and 4 months, when compared with controls (Fig. 3b; Supplementary Table 2). Intriguingly, we observed that one-time injection of miR-19a/19b mimics during the procedure of LAD ligation was able to preserve cardiac function up to 12 months after MI (Fig. 3c; Supplementary Table 2), consistent with a similar recent report showing that miR-199a-3p and miR-590–3p mimics were able to protect the heart from MI injury^12^. Histological analysis revealed that miR-19a/19b mimic injected hearts displayed reduced infarcted size (Fig. 3d, e), supporting the view that these miRNAs improved cardiac function. Given that overexpression of miR-19a/19b substantially reduced the scar size after MI (Figs. 2i, 3d), we asked whether the expression of genes related to fibrosis was repressed by miR-19a/19b. As expected, the expression levels of collagen genes *Col1a1*, *Col3a1*, elastin (*ELN*), and fibrillin 1 (*FBN1*) and transforming growth factor beta receptor 2 (*TGFBR2*) were all reduced in miR-19a/19b mimic-injected hearts (Fig. 3f). Twelve months after miR-19a/19b injection, we observed decreased expression of Col3a1, as well as BNP (encoded by *Nppb*) and β-MHC (encoded by *Myh7*) (Fig. 3g).

**Fig. 3:**
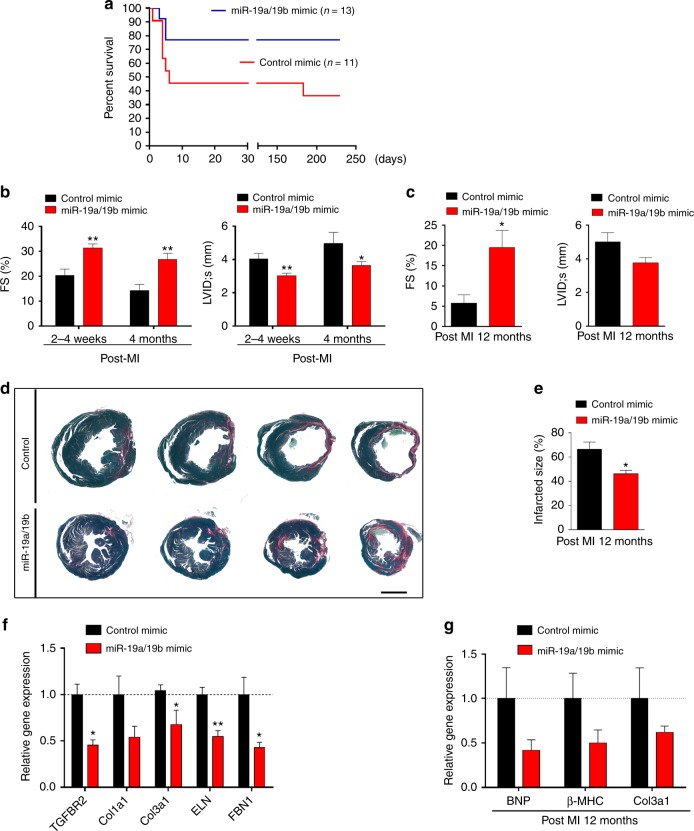
Short-term and long-term cardiac protection after myocardial infarction and injection of miR-19a/19b mimics. **a** Kaplan–Meier survival curves after injection of miR-19a/19b mimics compared to injection of control mimic after MI injury. *n* = 11 mice mimic control; *n* = 13 mice, miR-19a/19b mimics. **b**, **c** Echocardiography analyses of cardiac function after miR-19a/19b mimic injection at both short term of 2–4 weeks and 4 months (**b**) and long term of 12 months (**c**) after MI injury compared to their control group. FS% left ventricular fractional shortening. LVIDs LV internal dimension at end-systole. *n* = 3–12 mice. **d** Representative images of series of transverse sections after injection of miR-19a/19b mimics compared to control mimic at long term of 12 months after MI injury. Sirius red/fast green collagen staining marks myocardium (green) and scar (red). Scale bar = 2 mm. **e** Quantification of the size of scar after injection of miR-19a/19b mimics compared to control mice at long term of 12 months after MI injury. *n* = 3 mice. **f** qRT-PCR detection of expression of fibrotic remodeling marker genes 4 days after mimic injection and MI injury. *n* = 3–7 mice. **g** qRT-PCR detection of expression of pathological remodeling marker genes 12 months after mimic injection and MI injury. *n* = 4–6 mice. Statistical significance was calculated using Student’s *t*-test in **b**, **c**, **e**, **f**, and **g** and data are presented as means ± s.e.m. *p < 0.05, **p < 0.01 vs. control. Source data are provided as a Source Data file

### miR-19a/19b stimulates adult cardiomyocyte proliferation

Previously, we showed that transgenic overexpression of the *miR-17-92* cluster enhanced cardiomyocyte proliferation, whereas genetic deletion of this cluster resulted in a decrease in cardiomyocyte proliferation in response to MI^18^. We further showed that introduction of miR-19a/19b mimics into isolated neonatal rat ventricle cardiomyocytes (NRVM) was sufficient to induce their proliferation in vitro^18^. In order to determine whether miR-19a/19b mimics in adult mouse hearts are able to activate cardiomyocyte proliferation, we examined EdU incorporation in cardiomyocytes in mouse hearts after miR-19a/19b or control mimic injection and MI. We detected increased EdU+ signal in cardiomyocytes after miR-19a/19b mimic injection when compared to control (Fig. 4a). Quantification revealed a slight increase in cardiomyocyte proliferation 4 days after miR-19a/19b injection (Fig. 4b); this increase became substantial 2 months later (Fig. 4c). To verify this observation, we examined the expression of phospho-Histone H3 (pH3) and found a similarly increased pH3 signal in mouse heart after miR-19a/19b mimic injection and MI (Fig. 4d). Quantification confirmed the role of miR-19a/19b in stimulating cardiomyocyte proliferation (Fig. 4e). We examined the cytokinesis marker Aurora B in control and miR-19a/19b mimic injected hearts and found that miR-19 induced the expression of Aurora B in cardiomyocytes (Figure 4f, g), suggesting the induction of adult cardiomyocyte proliferation by miR-19. In addition, the expression levels of the cell cycle-related genes cyclin B1 (*CCNB1*), cyclin D1 (*CCND1*), and cyclin-dependent kinase 1 (*CDK1*) were all elevated in miR-19a/19b mimic injected hearts after MI (Fig. 4h).

**Fig. 4:**
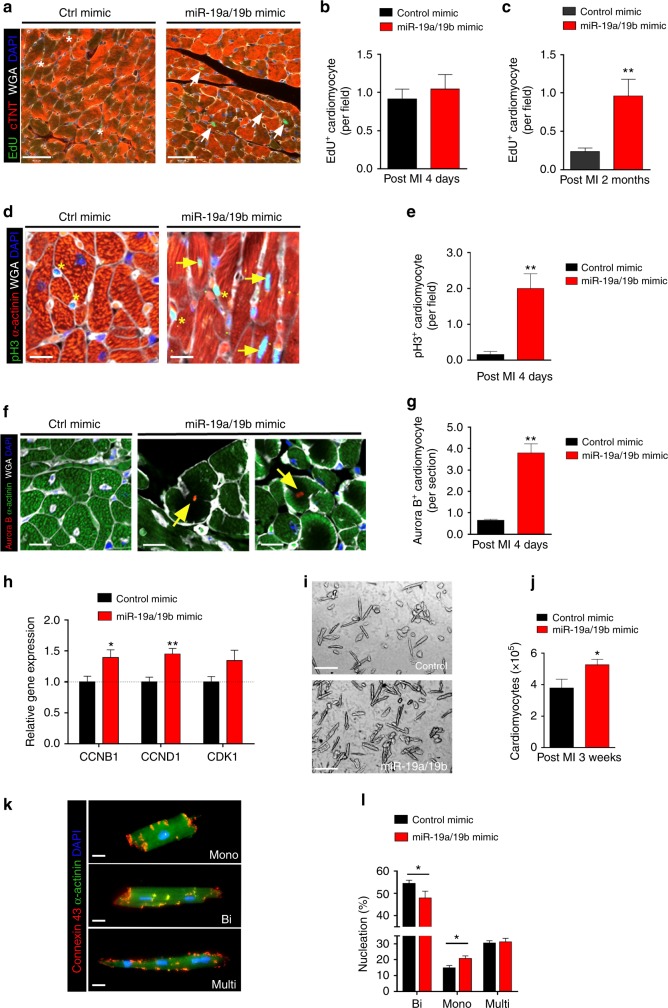
miR-19a/19b promotes cardiomyocyte proliferation after myocardial infarction. **a** Immunofluorescence staining of EdU incorporation on transverse sections of adult hearts injected with miR-19a/19b or control mimic 2 months post MI injury. EdU labels proliferating cells (green); cardiac troponin T (cTNT) marks cardiomyocytes (red); wheat germ agglutinin (WGA) marks cell surfaces (white) and DAPI labels nuclei (blue). Arrows point to EdU-positive signal in cardiomyocytes and stars mark EdU-positive signal in non-cardiomyocytes. Scale bar = 48 μm. **b**, **c** Quantification of percentages of EdU-positive cardiomyocytes. *n* = 5 hearts for control group, *n* = 3 hearts for miR-19a/19b mimics group, 25–30 fields per heart for each group. **d** Immunofluorescence staining of pH3 on transverse sections of adult hearts injected with miR-19a/19b or control mimic 4 days post MI injury. pH3 (green); α-actinin (red); WGA (white) and DAPI (blue). pH3-positive signal in cardiomyocytes (arrows) and non-cardiomyocytes (asterisk) are marked. Scale bar = 20 μm. **e** Quantification of pH3-positive cardiomyocytes. *n* = 3 hearts for each group, 6–8 fields per heart for each group. **f** Immunofluorescence staining of Aurora B adult hearts. Aurora B (red); α-ACTININ (green); WGA (white); and DAPI (blue). Arrows point to Aurora B-positive signals in cardiomyocytes. Scale bar = 20 μm. **g** Quantification of Aurora B-positive cardiomyocytes. *n* = 4 hearts for each group, five sections for each heart. **h** qRT-PCR of cell cycle marker genes. *n* = 4–5 hearts. **i** Representative images of cardiomyocytes isolated from adult hearts injected with control or miR-19a/19b mimic 3 weeks post MI injury. Scale bars = 100 μm. **j** Quantification of the number of cardiomyocytes. Approximately 4 × 10^3^ cardiomyocytes were counted per group, using eight independent heart samples. **k** Immunostaining of isolated cardiomyocytes with Connexin 43 (red), α-actinin (green), and DAPI (blue). Scale bars = 10 μm. **l** For nucleation, ~1 × 10^3^ cardiomyocytes were counted per sample, using nine control hearts and six miR-19a/19b mimic-treated hearts. Statistical significance was calculated using Student’s *t*-test in **b**, **c**, **e**, **g**, **h**, **j**, and **l** and data are presented as means ± s.e.m. *p < 0.05, **p < 0.01 vs. control. Source data are provided as a Source Data file

Next, we dissociated adult cardiomyocytes from hearts 3 weeks after miR-19a/19b or control mimic injection and MI (Fig. 4I). Quantification analysis confirmed an increase in total number of cardiomyocytes in miR-19a/19b mimic injected hearts (Fig. 4j). We stained isolated adult cardiomyocytes with CONNEXIN 43, α-ACTININ, and DAPI to determine the integrity and nucleation status of cardiomyocytes (Fig. 4k) and we found that injection of miR-19a/19b mimics results in an increase of mononuclear cardiomyocytes and a decrease of binucleated cardiomyocytes (Fig. 4l). Together, these results demonstrate that miR-19a/19b stimulates cardiomyocyte proliferation in adult hearts in response to MI.

### miR-19a/19b regulates cell death and inflammation pathways

The early cardiac protection granted by miR-19a/19b immediately after MI prompted us to test whether miR-19a/19b might inhibit MI-induced apoptosis and the inflammatory response that is detrimental to cardiac regeneration. Using TUNEL assay, we assessed apoptosis in infarcted hearts injected with either miR-19a/19b or control mimics, and we found a substantial decrease in TUNEL signals in miR-19a/19b injected hearts (Fig. 5a). Quantification verified that apoptosis was decreased in both cardiomyocytes (Fig. 5b) and non-cardiomyocytes (Fig. 5c). This observation is further supported by the decreased expression of *Bim* and *Pten*, two genes indicated in the apoptosis pathway (Fig. 5d). Western blot analysis verified that BIM and PTEN protein levels are decreased in miR-19a/19b injected hearts (Fig. 5e, f). Interestingly, both *Bim1* and *Pten* genes have previously been identified as direct targets of miR-19a/19b^22,23^, suggesting that miR-19a/19b inhibits apoptosis by directly repressing apoptosis-related genes. This conclusion is further supported by the observation that cleaved caspase 3 levels are substantially reduced in miR-19a/19b mimic injected hearts (Fig. 5e, f). However, we did not detect significant differences between miR-19 and control mimic injected hearts when triphenyltetrazolium chloride (TTC) staining was applied to quantify nonviable myocardium, nor did we notice any difference in cardiac function in these mice 24 h after MI and miRNA mimic injection (Supplementary Fig. 2).

**Fig. 5:**
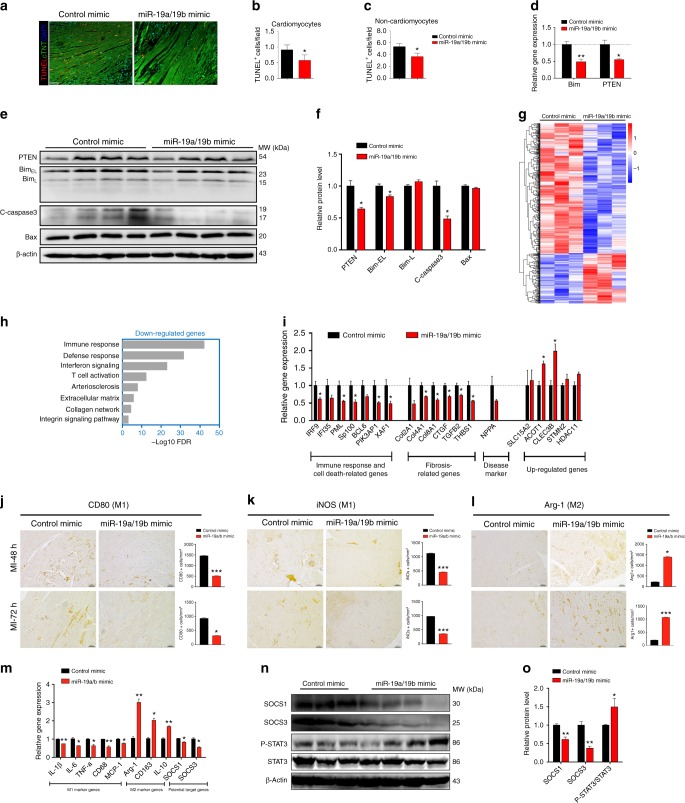
miR-19a/19b reduces myocardial infarction-induced inflammation and cell death. **a** TUNEL staining (red) on transverse sections of adult hearts injected with miR-19a/19b or control mimic 4 days after MI. cTNT marks cardiomyocytes (green) and DAPI marks nuclei (blue). Scale bars = 48 μm. **b**, **c** Quantification of TUNEL-positive cardiomyocytes (**b**) and non-cardiomyocytes (**c**). *n* = 4 hearts, 6–14 fields per heart. **d** qRT-PCR detection of apoptosis gene expression. *n* = 3–7 hearts. **e** Western blot analysis of protein levels of PTEN, BIM, cleaved Caspase 3, and BAX in adult hearts. **f** Quantification of Western blot band density. *n* = 4 hearts. **g** Hierarchical clustering of 544 differentially expressed genes between miR-19a/19b and control mimic injected hearts 4 days after MI. Red and blue colors indicate up-regulated or down-regulated genes. **h** Gene ontology (GO) analysis of 393 down-regulated genes. (**i**) qRT-PCR analysis of expression of down-regulated genes related to immune response, cell death, and fibrosis. Up-regulated genes were also examined. NPPA serves as a control for cardiomyopathy. *n* = 3 hearts. **j–l** Immunohistochemistry analysis of M1 markers, (**j**) CD80, (**k**) iNOS, and M2 marker (**l**) Arg-1 in adult hearts injected with miR-19a/19b or control mimics at 48 and 72 h post MI. *n* = 4–8 hearts. Scale bars= 50 μm. **m** qRT-PCR analysis of expression of M1 and M2 marker genes and potential target genes in adult hearts. *n* = 3–6 hearts. **n** Western blot analysis of protein levels of SOCS and STAT3 pathways in adult hearts. **o** Quantification of Western blot band density. *n* = 3–4 hearts. Statistical significance was calculated using Student’s *t*-test in **b**, **c**, **d**, **f**, **i**, **m**, and **o** and data are presented as means ± s.e.m. *p < 0.05, **p < 0.01 vs. control. Source data are provided as a Source Data file

To better understand the molecular mechanisms underlying miR-19a/19b-mediated cardiac protection, we performed next generation RNA-sequencing (RNA-seq) in miR-19a/19b mimic and control mimic injected heart samples to obtain an unbiased, genome-wide view. 

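The RNA-seq libraries came from ventricular tissue of 6 male C57BL/6 mice, 8 weeks of age at MI, which received 10 μg of mimic per heart after ligation of the LAD coronary artery. Hearts were collected 4 days after MI, 3 injected with miR-19a/19b mimics and 3 with control mimic. A miRNA mimic is a synthetic RNA duplex that acts in the cell as the mature miRNA. Polyadenylated RNA was sequenced, and the authors aligned the reads with STAR and counted the reads on each gene with HTSeq. The values they deposited are each gene's count divided by a size factor for its library, for 26012 genes. In each library, 100% of the values were whole multiples of the value of 1 read, so the reads behind them could be recovered. Reads counted on genes came to 19398196, 21197802 and 23645308 in control mimic replicates 1, 2 and 3, and to 21413032, 21651938 and 23204286 in miR-19a/19b mimic replicates 1, 2 and 3. Mitochondrial genes took between 3.18% and 6.93% of these reads. The paper's text does not name the genome build. Of the files' gene identifiers, 25884 were found in GENCODE M21 (GRCm38), 100.0% of them on the same chromosome and 82.7% with the same start and end, so coordinates are given as the files list them, on GRCm38. The groups were compared here with limma on log2(normalized count + 1), over the 21126 genes with a mean normalized count of at least 1, and p-values were adjusted by the Benjamini and Hochberg method. A fold change on this scale understates the change of a gene with few reads. An exact permutation test of a single value in 3 hearts against 3 cannot give a p-value below 0.1. The paper does not state that reads were counted by strand, so values of genes that overlap another gene are uncertain.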

We examined alterations in gene expression 4 days after MI and miR-19a/19b mimic injection. Compared to control samples, a total of 544 genes were dysregulated in miR-19a/19b mimic injected hearts with statistical significance. Among them, 393 were down-regulated and 151 up-regulated (Fig. 5g). 

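In limma, 0 genes were lower and 0 higher in miR-19a/19b mimic hearts at an adjusted p-value under 0.05, and the smallest adjusted p-value was 0.396, for Lipg. At an unadjusted p-value under 0.05, 555 genes were lower and 293 higher, 848 in all, where chance alone gives 1056 of the 21126 genes tested. The normalized counts of the groups did not overlap for 9.2% of the genes tested, against the 10% that chance gives. Leaving out miR-19a/19b mimic replicate 3 moved these counts most, to 164 lower and 383 higher genes at an adjusted p-value under 0.05. On the recovered reads, DESeq2's Wald test called 27 genes lower and 1 higher at that threshold. The authors' deposited table of 544 dysregulated genes has a largest unadjusted p-value of 0.0497, and 28 genes of the authors' deposited table have an adjusted p-value under 0.05, 27 of them lower and 1 higher. Of the lower genes of the authors' deposited table, 383 were among the lower genes at an unadjusted p-value under 0.05 in limma, and of its higher genes, 122 were among the higher genes.

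The paper measured 18 dysregulated genes again by qRT-PCR (Fig. 5i), apart from its disease marker Nppa. In the RNA-seq libraries all 18 changed in the direction for which the paper lists them, at an unadjusted p-value under 0.05. At an adjusted p-value under 0.05, 0 of them passed over all genes and 18 passed when adjusted over the list alone, which is not independent evidence, since the study chose them on these libraries. With each heart left out in turn, between 10 and 18 of them had an unadjusted p-value under 0.05, with 10 without control mimic replicate 3 and 11 without control mimic replicate 2. The groups did not overlap for 16 of the 18, the exceptions being Pml and Thbs1.

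Xaf1 (ENSMUSG00000040483), on chromosome 11 from 72301629 to 72313733, had 892 ± 103 (SD, n = 3) normalized counts in control mimic hearts and 577 ± 94.6 in miR-19a/19b mimic hearts, a log2 fold change of -0.63 (standard error 0.14, adjusted p = 0.791 from limma). Bcl6 (ENSMUSG00000022508), on chromosome 16 from 23965052 to 23988852, went from 784 ± 37.2 to 631 ± 39.9 normalized counts, a log2 fold change of -0.31 (standard error 0.10, adjusted p = 1 from limma). For Pik3ap1 (ENSMUSG00000025017), on chromosome 19 from 41274218 to 41385070, the normalized counts were 1234 ± 74.8 and 871 ± 255, with a log2 fold change of -0.54 (standard error 0.18, adjusted p = 1 from limma). With one heart left out, this fold change ranged from -0.77 without miR-19a/19b mimic replicate 3 to -0.405 without replicate 1. The groups barely separated, with miR-19a/19b mimic replicate 3 at 1164.4 against 1181.5 in control mimic replicate 1. Among these 18 genes, the largest rise was in Slc15a2 (ENSMUSG00000022899), on chromosome 16 from 36750178 to 36784962, from 66.9 ± 10.6 to 199 ± 55.7 normalized counts, a log2 fold change of 1.53 (standard error 0.22, adjusted p = 0.396 from limma, 2.79e-05 from DESeq2, 1.46e-05 from edgeR's exact test and 0.548 from its quasi-likelihood test). The other higher genes were Acot1, Clec3b, Stmn2 and Hdac11, with log2 fold changes between 0.66 and 1.02. Of the 13 lower genes in Fig. 5i, Col2a1 fell most, with a log2 fold change of -1.14. Reads may be shared between Acot1 and Acot2, which align over 826 bases at 95.8% identity, and between Sp100 and Gm2619, over 379 bases at 98.7%. A repeat in the transcripts of Xaf1 aligns to many other genes, for example over 174 bases at 96.0% to Slfn5. Irf9 and Col4a1 each overlap another gene on the same strand (Rnf31 for Irf9), and Ifi35, Sp100, Bcl6, Col4a1, Ctgf and Tgfb2 overlap genes on the other strand, so their counts are uncertain as well.

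**Figure D1:**
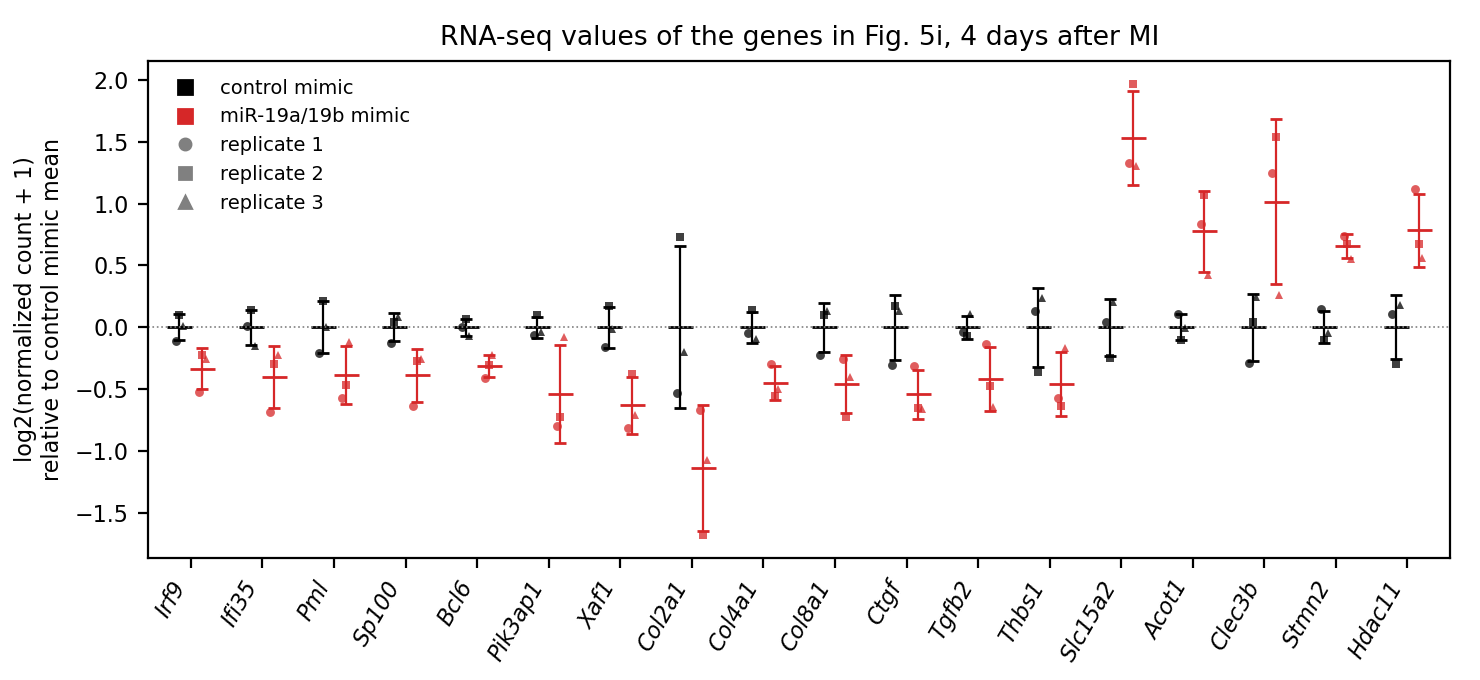
RNA-seq values of the 18 genes of Fig. 5i other than Nppa in each heart 4 days after MI, as log2(normalized count + 1) relative to the mean of the control mimic hearts. Points are single hearts, bars are means and SD (n = 3), with control mimic in black and miR-19a/19b mimic in red. The groups overlap for Pml and Thbs1 and not for the other 16 genes.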

Gene Ontology (GO) analysis revealed that genes related to immune response, defense response, and T cell activation are enriched among the 393 down-regulated genes (Fig. 5h). Additionally, genes related to extracellular matrix, collagen network, and integrin signaling pathway are enriched among miR-19a/19b down-regulated genes (Fig. 5h). In contrast, there is no GO term enrichment for the 151 up-regulated genes. 

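Fewer than 50 genes passed the adjusted threshold, so over-representation was tested among the 555 lower genes with an unadjusted p-value under 0.05. Reactome sets from the fgsea package stood in for the GO terms that the study tested with clusterProfiler. Of the lower genes, 178 were among the 5486 tested genes that any of these sets holds. One-sided Fisher's exact tests over the 909 sets with 10 to 500 tested genes gave 36 sets with a Benjamini and Hochberg adjusted p-value under 0.05. They included 8 of the 9 sets grouped as immune. Interferon Signaling held 35 of the lower genes against 3.63 expected (a set of 112 genes, adjusted p = 3.9e-23 in the exact test). Interferon gamma signaling held 29 against 2.69 expected (83 genes, adjusted p = 1.32e-20). The Adaptive Immune System set held 34 against 12.39 expected (382 genes, adjusted p = 7.02e-06), and TCR signaling, the set closest to T cell activation, held 7 against 1.65 expected (51 genes, adjusted p = 0.0321). Signaling by Interleukins held 6 against 3.24 expected (100 genes, adjusted p = 1). These tests treat genes as independent, which genes regulated together are not. With each heart left out in turn, between 4 (without control mimic replicate 2) and 7 of the immune sets passed. The authors' deposited table gave 7 of them from its lower genes in the same test. With a score for cardiomyocyte genes as a covariate, a setting chosen after seeing the data, 3 passed. That fit had 90 lower genes at an adjusted p-value under 0.05, and these were tested in place of an unadjusted list. The fit without miR-19a/19b mimic replicate 3 was likewise tested on its 164. The fall from 8 to 3 sets therefore also reflects a stricter list, and does not by itself show an effect of the covariate.

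An interferon list of 57 genes, of which 56 were tested, had a median log2 fold change of -0.59, with 55 of the 56 genes lower. Of these, 51 had a p-value under 0.05 when adjusted over the list alone, and 0 when adjusted over all genes, where 51 had an unadjusted p-value under 0.05. The study measured 5 of the list's genes in Fig. 5i. Camera gave the list an adjusted p-value of 3.29e-42 over 16 lists. A T cell list of 30 genes had a median log2 fold change of -0.47, with 26 genes lower and an adjusted p-value of 5.72e-10 from camera. In it, 0 genes passed when adjusted over the list alone or over all genes, and 7 had an unadjusted p-value under 0.05. Camera assumed a correlation of 0.01 between genes; under fry, which takes the correlation from the data, both lists had an adjusted p-value of 0.257, and 0 of the 16 lists passed. With each heart left out in turn, the median of the interferon list stayed between -0.68 and -0.44, and that of the T cell list between -0.61 and -0.39. Relative to the control mean, the mean of the interferon list was -0.89, -0.41 and -0.48 in miR-19a/19b mimic replicates 1, 2 and 3, below every control heart (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). The T cell list was also lower in every miR-19a/19b mimic heart, while the macrophage, neutrophil and B cell lists overlapped between the groups. From these genes and its other assays, the paper concludes that a lower immune response plays a key role in the protection by miR-19a/19b.

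**Figure D2:**
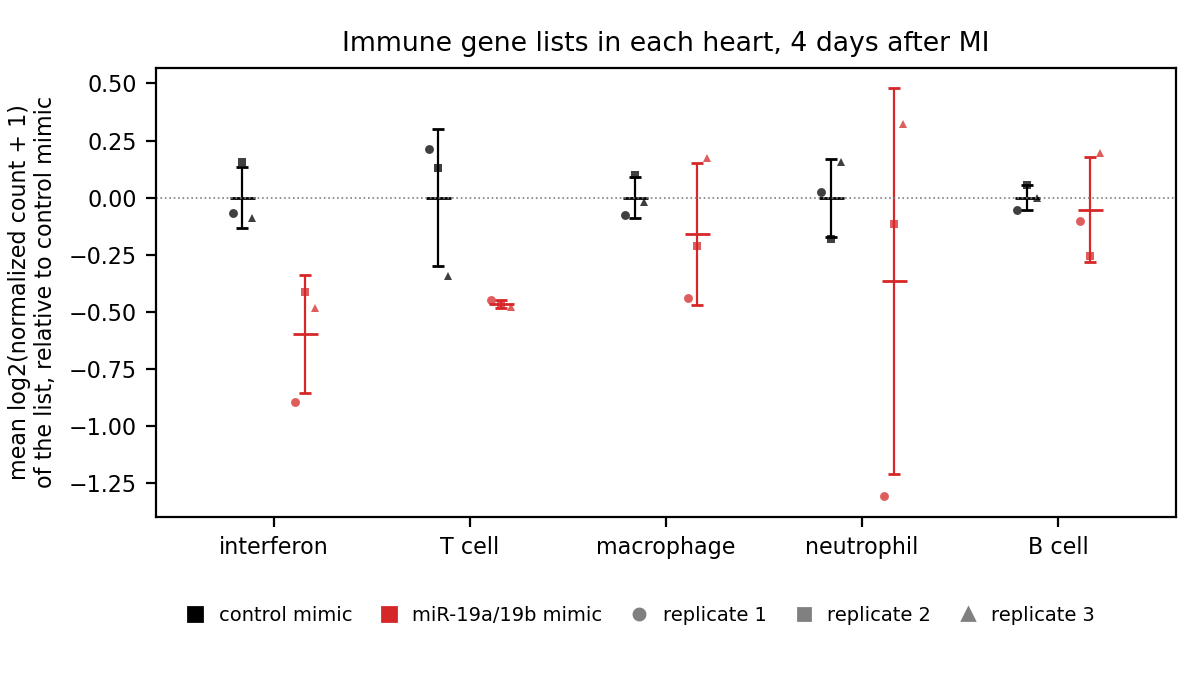
Mean log2(normalized count + 1) of the interferon, T cell, macrophage, neutrophil and B cell lists in each heart 4 days after MI, relative to the mean of the control mimic hearts. Points are single hearts, bars are means and SD (n = 3), with control mimic in black and miR-19a/19b mimic in red; in miR-19a/19b mimic hearts the interferon list lies between -0.89 and -0.41.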

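Among the same lower genes, 1 of the 9 Reactome sets on the extracellular matrix passed, Integrin cell surface interactions, which held 9 lower genes against 2.47 expected (76 genes, one-sided Fisher's exact test, adjusted p = 0.0216). Extracellular matrix organization held 14 against 7.33 expected (226 genes, adjusted p = 0.259), and Collagen formation 6 against 2.21 expected (68 genes, adjusted p = 0.368). With the lower genes of the authors' deposited table in the same test, 8 of the 9 sets passed, with 16 genes against 6.22 expected in Extracellular matrix organization (adjusted p = 0.0117) and 8 against 1.87 expected in Collagen formation (adjusted p = 0.0126). Across all settings tried, between 0 and 8 of the 9 sets passed.

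A collagen and matrix list of 56 genes had a median log2 fold change of -0.17, with 47 genes lower and an adjusted p-value of 2.25e-06 from camera against 0.571 from fry. The means of this list overlapped between the groups, while those of the integrin list did not, and without miR-19a/19b mimic replicate 2 the median of the collagen and matrix list was -0.07 and its adjusted p-value from camera 0.0794. In it, 0 genes passed when adjusted over the list alone or over all genes, and 8 had an unadjusted p-value under 0.05. An integrin list of 26 genes had a median log2 fold change of -0.19, with 22 genes lower and an adjusted p-value of 0.00028 from camera against 0.257 from fry; 0 of its genes passed when adjusted over the list alone or over all genes, and 1 had an unadjusted p-value under 0.05. Collagen genes did not move alike. Col4a1 (ENSMUSG00000031502, chromosome 8 from 11198423 to 11312826, overlapped on the other strand by Col4a2) went from 50980 ± 4478 (SD, n = 3) to 37320 ± 3564 normalized counts, a log2 fold change of -0.45 (standard error 0.19, adjusted p = 1 from limma). Col8a1 (ENSMUSG00000068196, chromosome 16 from 57624258 to 57754737) went from 14020 ± 1843 to 10220 ± 1627, a log2 fold change of -0.46 (standard error 0.17, adjusted p = 1 from limma). Col1a1 (ENSMUSG00000001506, chromosome 11 from 94936224 to 94953042) had 284000 ± 38530 and 307200 ± 96940 normalized counts, a difference smaller than the spread between hearts.

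**Figure D3:**
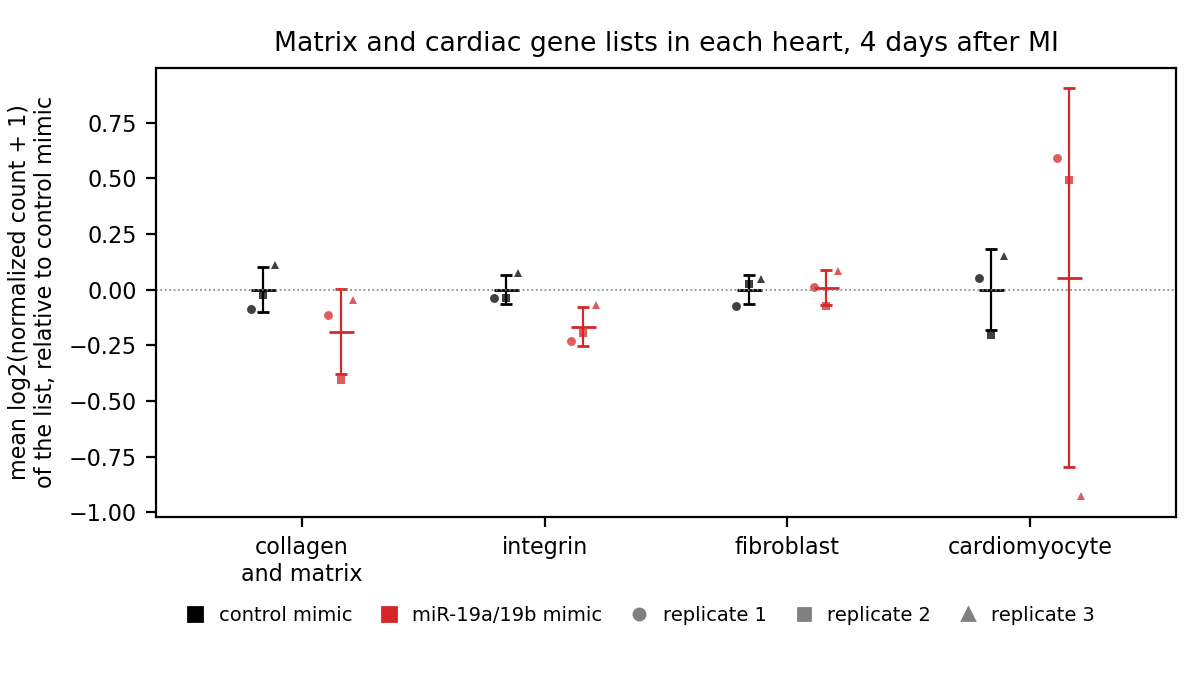
Mean log2(normalized count + 1) of the collagen and matrix, integrin, fibroblast and cardiomyocyte lists in each heart 4 days after MI, relative to the mean of the control mimic hearts. Points are single hearts, bars are means and SD (n = 3), with control mimic in black and miR-19a/19b mimic in red; the cardiomyocyte list is -0.93 in miR-19a/19b mimic replicate 3 and 0.59 and 0.49 in replicates 1 and 2.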

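Of the 293 genes higher at an unadjusted p-value under 0.05, 69 were in the background of the Reactome sets. In the same one-sided Fisher's exact test, 3 of the 909 sets passed. Biological oxidations held 9 of the higher genes against 1.42 expected (113 genes, adjusted p = 0.0053), Arachidonic acid metabolism held 6 against 0.53 expected (42 genes, adjusted p = 0.0053), and Phase 1 - Functionalization of compounds held 6 against 0.69 expected (55 genes, adjusted p = 0.0172). With the higher genes of the authors' deposited table, 0 sets passed, and 20 had an unadjusted p-value under 0.05. Leaving out miR-19a/19b mimic replicate 3 gave 15 sets, tested on its 383 higher genes at an adjusted p-value under 0.05 and not on an unadjusted list. DESeq2's Wald test on the recovered reads gave 0.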

We performed quantitative RT-PCR (qRT-PCR) analysis and verified down-regulated genes, including genes related to immune response and fibrosis (Fig. 5i). Interestingly, we found that several genes related to cell death, such as *BCL6*, *PIK3AP1*, and *XAF1* were also down-regulated in miR-19a/19b mimic-injected hearts (Fig. 5i). We were also able to verify several up-regulated genes with statistical significance (Fig. 5i).

The down-regulation of immune response genes in miR-19a/miR-19b injected hearts prompted us to examine how miR-19 may regulate the immune response upon MI injury. Using the widely used M1 inflammatory cell markers CD80 and iNOs, we performed immunostaining of myocardium 48 and 72 h after MI and found that miR-19a/19b mimic-injected hearts display a substantial reduction in CD80 and iNOs signals (Fig. 5j, k), suggesting a reduction in M1-type inflammatory macrophages^24–26^. Conversely, the expression level of ARG-1, which marks M2-type inflammatory macrophages, is higher in miR-19/19b mimic-injected hearts (Fig. 5l). We confirmed that the expression of genes related to M1 and M2 phages are regulated by miR-19a/19b (Fig. 5m). Prior studies indicate that suppressor of cytokine signaling 1 (*SOCS1*), a predicted miR-19a/19b target, is critical for M1-type and M2-type macrophage activation and homeostasis^26^. Indeed, we found that expression levels of both SOCS1 mRNA and protein are reduced in miR-19a/19b mimic-injected hearts (Fig. 5n, o). Accordingly, the expression level of phosphorated STAT3, a SOCS1/3 downstream mediator, was increased in miR-19a/19b injected hearts (Fig. 5n, o). Given that the Hippo/Yap pathway has been indicated in the regulation of cardiomyocyte proliferation, we examined the expression of members of the Hippo/Yap pathway genes in miR-19a/19b injected hearts. However, the expression of most of the Hippo/Yap pathway genes was not altered (Supplementary Fig. 3). Together, these results clearly demonstrate that reduction of immune response and cell death plays a key role in miR-19a/19b-mediated cardiac protection in response to MI.

### AAV-delivered miR-19a/19b protects the heart from MI

The above results from direct injection of miR-19a/19b mimics into infarcted hearts demonstrate that these miRNAs protect the heart from MI injury. We sought to apply an independent approach to further define the function of these miRNAs in the heart. We used an AAV9 in which the cardiac-specific cTNT promoter has been incorporated to achieve cardiac-specific overexpression of miR-19a and miR-19b (AAV9-miR-19a/19b)^27,28^. An AAV9-luciferase construct was used as a control (Fig. 6a). We detected increased miR-19a/19b expression ~72 h after AAV injection, and the increase became substantial 7 days post injection. Increased miR-19/19b expression was still detected 3 months after injection (Fig. 6b). Accordingly, we noticed no difference in cardiac function between AAV9-19a/19b and control injected hearts at 24 h. However, cardiac function is improved 7 days after AAV9-miR-19a/19b injection (Fig. 6c, d, Supplementary Table 3). We observed reductions in the expression of Caspase 3 and Bim after AAV9-miR-19a/19b injection when compared with the control group (Supplementary Fig. 4). Overexpression of miR-19a/19b using AAV9-miR-19a/19b exhibits long-term protection of the heart from MI-induced injury, as evidenced by preserved cardiac function at 2 and 3 months post MI (Fig. 6c, d; Supplementary Table 3) and reduced infarct size (Fig. 6e, f). These results support what we observed in the miR-19a/19b mimic experiments. Molecular marker analysis confirmed that AAV9-miR-19a/19b reduced the expression of cardiomyopathy markers ANF (*Nppa*), BNP (*Nppb*), and β-MHC (*Mhy7*) (Fig. 6g). We found that AAV9-miR-19a/19b also reduced the expression of fibrosis marker genes *Col1a1*, *Col3a1*, and *TGFBR2* (Fig. 6h). Consistent with previous report^18^, we found that the expression levels of PTEN mRNA and protein, which is a direct miR-19a/19b target, were reduced in AAV9-miR-19a/19b-injected hearts (Fig. 6i, j, k). Together, these results confirm the role of miR-19a/19b in cardiac protection against MI.

**Fig. 6:**
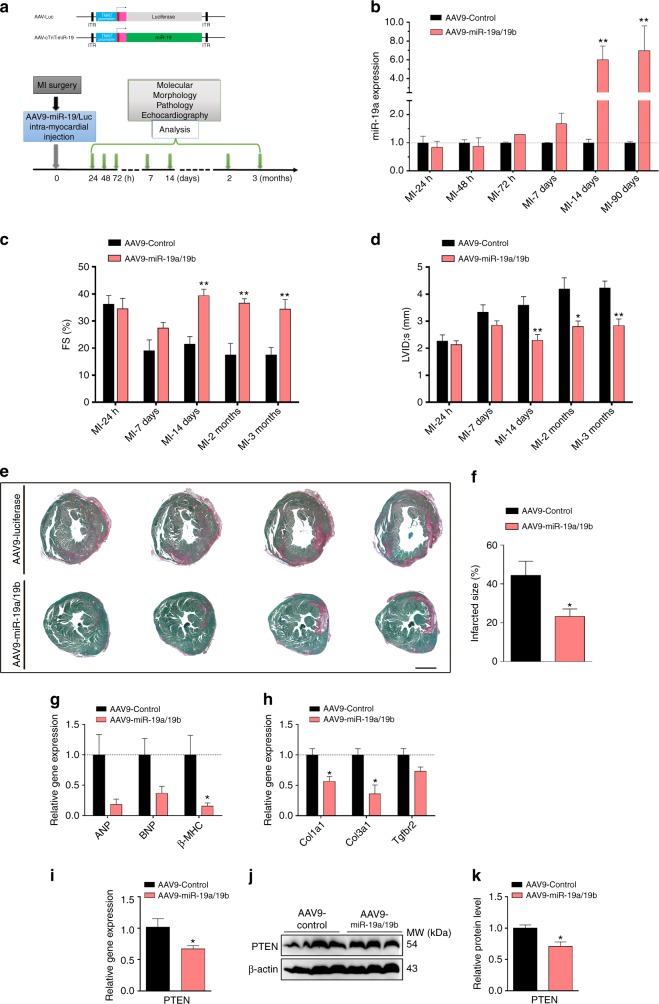
AAV9-mediated overexpression of miR-19a/19b protects the heart from myocardial infarction. **a** Schematic of the AAV9-miR-19a/19b and AAV9-Control constructs and the experimental procedure of the AAV9-miR-19a/19b therapeutic trial in adult mice after myocardial infarction injury. ITR inverted terminal repeat. **b** qRT-PCR detection of the level of miR-19a in heart after intra-cardiac injection of AAV9-miR-19a/19b 3 months post-MI. *n* = 2–3 hearts. **c**, **d** Echocardiography analyses of cardiac function after intra-cardiac injection of AAV9-miR-19a/19b versus control 3 months post-MI. AAV9-miR-19a/19b injection (**c**) significantly increased left ventricular fractional shortening (FS%) and (**d**) decreased LV internal dimension at end-systole LVID;s. *n* = 4–7 hearts. **e** Representative images of series of transverse sections after intra-cardiac injection of AAV9-miR-19a/19b versus control at 3 months post-MI. Sirius red/fast green collagen staining marks myocardium (green) and scar (red). Scale bar = 2 mm. **f** Quantification of the scar size of the heart sections. *n* = 4 hearts. **g–i** qRT-PCR detection of expression of (**g**) cardiomyopathy marker genes, (**h**) fibrosis marker genes and (**i**) miR-19 target gene PTEN in hearts after intra-cardiac AAV9-miR-19a/19b injection 3 months post-MI. *n* = 4–6 hearts. **j** Western blot analysis of protein level of PTEN in hearts after intra-cardiac AAV9-miR-19a/19b injection 7 days post-MI. **k** Quantification of Western blot band density. *n* = 3 hearts. Statistical significance was calculated using Student’s *t*-test in **b**, **c**, **d**, **f**, **g**, **h**, **i**, and **k** and data are presented as means ± s.e.m. *p < 0.05, **p < 0.01 vs. control. Source data are provided as a Source Data file

### Therapeutic potential of miR-19a/19b in infarcted hearts

Having demonstrated their critical role in cardiac protection in response to cardiac injury, we next asked whether miR-19a and miR-19b could serve as potential therapeutic targets to treat myocardial infarcted hearts. Six hours after MI, we delivered miR-19a/19b or control mimic formulated with MaxSuppressor in vivo RNALancerII, a lipid-based delivery reagent via tail vein injection (Fig. 7a). We carefully examined the expression of miR-19a/19b in the heart at different time points after injection, and we found that miR-19a/19b expression was readily detected in the heart 6 h after injection (Fig. 7b). Interestingly, we did not detect increased miR-19a/19b expression in control hearts without MI 24 h after injection (Fig. 7c), indicating that MI injury enhanced the uptake of miR-19a/19b in the heart. We examined cardiac function after tail vein miR-19a/19b mimic injection and found that cardiac function in miR-19a/19b mimic injected hearts was significantly improved compared to controls at 2, 6, 11, and 14 weeks (Fig. 7d, e; Supplementary Table 4). Histological analysis revealed that miR-19a/19b mimics significantly reduced scar formation in infarcted hearts (Fig. 7f). Quantification of infarct size confirmed this observation (Fig. 7g). We examined the expression of SOCS1 and phosphorated STAT3 and found decreased expression of SOCS1 and increased levels of phosphorated STAT3 24 h after tail vein injection of miR-19a/19b (Fig. 7h). To further validate the therapeutic role of miR-19a/19b in cardiac protection, we utilized Lipofectamine RNAiMAX, which was recently shown to mediate miRNA delivery efficiently^12^, to deliver miR-19a/19b mimics via tail vein injection. Consistent with the findings from RNALancerII-mediated delivery, RNAiMAX-mediated systemic miR-19a/19b delivery protects the heart from MI injury, as evidenced by improved cardiac function and reduction of infarcted scar size (Supplementary Fig. 5; Supplementary Table 5). Taking together, these data indicate that miR-19a/19b are effective therapeutic targets for MI-induced heart failure.

**Fig. 7:**
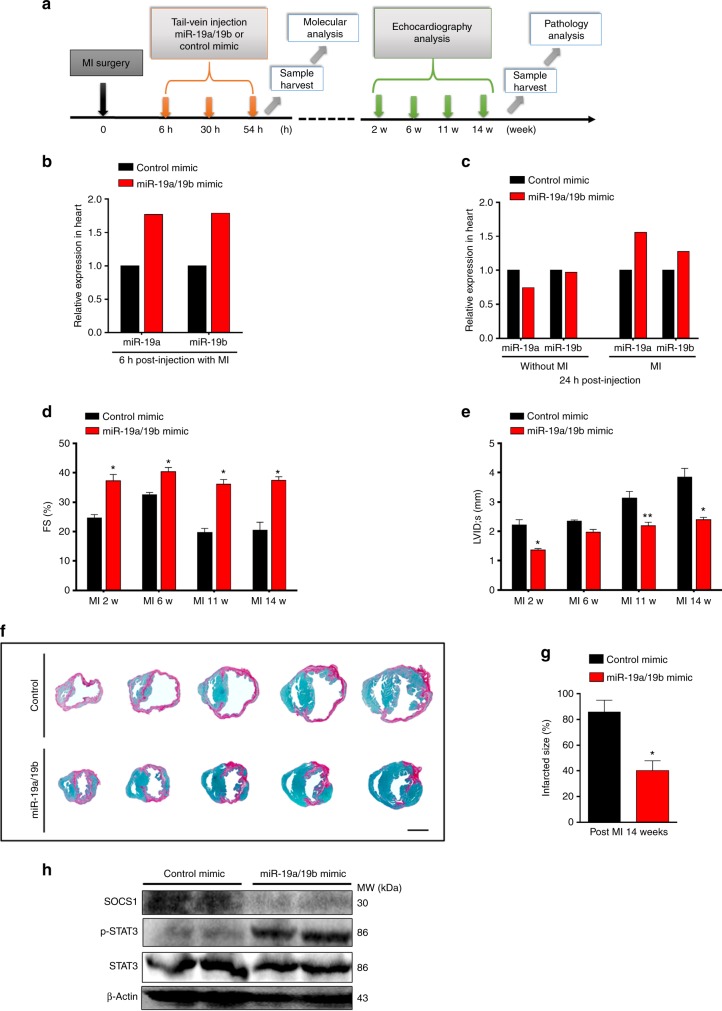
Therapeutic potential of miR-19a/19b in treating infarcted hearts. **a** Schematic of tail-vein injection of RNALancerII-delivered miRNA mimics post myocardial infarction (MI). **b** qRT-PCR detection of miR-19a and miR-19b expression in the heart 6 h after injection post MI injury. *n* = 1 heart each group. **c** qRT-PCR detection of miR-19a and miR-19b expression in the heart at 24 h after injection with or without MI injury. *n* = 2 hearts each group. **d**, **e** Echocardiography analyses of cardiac function after tail-vein injection of miR-19a/19b and control mimic at different time points post MI. **d** FS%, left ventricular fractional shortening. **e** LVIDs LV internal dimension at end-systole. *n* = 3–10 mice. **f** Representative images of series of transverse heart sections after tail-vein injection of miR-19a/19b or control mimics post MI. Sirius red/Fast green collagen staining marks myocardium (green) and scar (red). **g** Quantification of the size of scar. *n* = 3 hearts. **h** Western blot analysis of protein levels of SOCS and STAT3 in the heart 24 h after tail-vein injection of miR-19a/19b or control mimics post MI. Statistical significance was calculated using Student’s *t*-test in **d**, **f**, and **g** and data are presented as means ± s.e.m. *p < 0.05, **p < 0.01 vs. control. Source data are provided as a Source Data file

## Discussion

In this study, we established the functional role of miR-19a and miR-19b in protecting the heart in response to MI. Intra-cardiac injection of miR-19a/19b mimics in adult mice was sufficient to preserve cardiac function upon ischemic injury. Most importantly, systemic delivery of miR-19a/miR-19b mimics in post MI mice also produces clear cardiac protection. Given their role in cardiac protection in mouse hearts and the fact that these miRNAs are highly conserved between mice and humans, miR-19a and miR-19b may be uniquely suited to become therapeutic targets for cardiac regeneration and heart failure.

One of the most exciting findings of this study is that miR-19a/19b appeared to protect the heart from MI injury in two phases by targeting distinct biological processes. Consistent with prior findings, we showed that miR-19a/19b enhanced cardiomyocyte proliferation in response to cardiac injury. Interestingly, direct injection of miR-19a/19b mimics or AAV9-miR-19a/19b into infarcted hearts reduced MI-induced cell death, preserving cardiac function and increasing survival. Mechanistically, our results indicate that miR-19a/miR-19b protects the heart in the early stage of heart attack by repressing the immune response in the heart. Given that recent evidence supports the critical involvement of inflammation and immune responses in cardiac protection in response to injury and remodeling, it is tempting to speculate that modulating the immune pathway brings great therapeutic promise for treating MI and heart failure. Therefore, miR-19a/19b-mediated early cardiac protection could open a window to the development of effective therapy for heart attack and bring great benefits to heart failure patients.

Numerous efforts have been applied to prevent and/or reduce cardiac injury associated with the loss of cardiomyocytes. In addition to cell therapy using stem cells or progenitor cells, understanding the molecular pathways that control cardiomyocyte proliferation yields promise for the success of gene therapy. Several miRNAs have been reported to potently enhance cell proliferation, and they have also been demonstrated to be able to promote cardiomyocyte proliferation in embryonic, postnatal, and even adult hearts. However, previous work, using transgenic overexpression approaches in mouse models, also found that long-term, continuous overexpression of microRNAs (*miR-17-92* cluster and *miR-302-367* cluster) in adult hearts resulted in a significant increase in cardiomyocyte proliferation and dedifferentiation, leading to deleterious cardiac function^10,18^. Work reported here further defines miR-19a/miR-19b as effective miRNAs that mediated the function of the *miR-17-92* cluster, suggesting that these miRNAs could become therapeutic targets for heart failure. Whereas our data establishes that miR-19a/19b are likely the key members of the *miR-17-92* cluster that mediate its function in cardiac protection, we cannot formally rule out the potential involvement of other members of this cluster.

What are the targets of miR-19a/19b in the heart? It has been generally believed that a miRNA achieves its function by targeting many downstream mRNA targets. Interestingly, one of our recent works demonstrated that the function of one miRNA could be primarily mediated by a single target; we showed, using both gain and loss of function experiments and functional rescue assays, that miR-208a controls cardiac remodeling by repressing the expression and function of *Sox6* in the heart^27^. Here, we verified that *Pten*, one miR-19 target^18^ that is involved in cell proliferation and apoptosis, is repressed by miR-19a/19b in the heart. It is likely that PTEN directly participates in miR-19a/19b-mediated regulation of cardiomyocyte proliferation in response to MI. We observed dysregulation of genes related to the immune response pathway in the early stage of cardiac response to injury. It will be important to determine whether these genes are direct targets of miR-19a/miR-19b. Most miRNAs regulate their target genes by repressing their expression levels. While we observed that many genes related to immune response were repressed by miR-19a/19b, intriguingly, we also observed up-regulated immune response genes upon miR-19a/19b overexpression, such as *Arg-1* and *CD 163*. At present it is unclear how they are up-regulated by miR-19a/19b. Better defining miR-19a/19b targets in this setting will increase our knowledge on the molecular mechanisms of miRNA action. The Hippo/Yap pathway has also been reported to play a key role in the regulation of cell proliferation and cardiac regeneration^29–33^, raising the question of whether miR-19a/19b controls cardiomyocyte proliferation and heart regeneration by regulating the expression and activity of the Hippo/Yap pathway. While our study did not yield evidence to support such link, it will be interesting to investigate the potential molecular, genetic and functional interaction between miR-19 and the Hippo/Yap pathway in the heart. In particular, whether miR-19 could regulate the expression and function of the Hippo/Yap pathway post-transcriptionally.

Whereas our current study provides convincing evidence to support the positive roles of miRNAs in cardiac function, it should be recognized that certain limitations and barriers must be overcome before miRNAs can become effective therapeutic tools to treat heart disease. Among these concerns is the specificity of miRNA action. Another challenge of utilizing miRNAs is how to effectively and specifically deliver them into target sites. Nevertheless, miRNAs hold tremendous promise to become powerful tools to battle cardiovascular disease.

## Methods

### Study approvals

The use of animals in this study conformed to the Public Health Service Guide for Care and Use of Laboratory Animals and was approved by the Institutional Animal Care and Use Committee (IACUC) of Boston Children’s Hospital and by the IACUC of Zhejiang University. The human study was performed according to the principles of the Declaration of Helsinki. The Institutional Ethics Committee of the National Institute of Cardiovascular Diseases, Bratislava, Slovakia, approved the study protocol. Patients provided written informed consent.

### Human samples

Left ventricle (LV) tissues were taken from patients with terminal-stage heart failure indicated for heart transplantation^34,35^. In brief, the patient’s heart was removed at the time of transplantation, and LV tissue was subsequently dissected and snap frozen. We used LV samples from healthy hearts that were not implanted to serve as controls.

### Myocardial infarction

MI was performed on 8-week-old male c57BL/6 mice (Jackson Laboratory) by ligation of the LAD coronary artery. For surgery, mice are anesthetized with isoflurane (3% isoflurane for induction, 2% isoflurane for maintenance). The chest is shaved and cleaned with alcohol. A suture is placed around the front upper incisors and pulled taut so that the neck is slightly extended. The tongue is retracted and held with forceps, and a 20-G catheter is inserted into the trachea. The catheter is then attached to the mouse ventilator via a Y-shaped connector. Ventilation is performed with a tidal volume of 225 μl for a 25 g mouse and a respiratory rate of 130 breaths per minute. 100% oxygen is provided to the inflow of the ventilator. The chest is opened through a left parasternal incision, and the heart exposed at the left 3rd–4th intercostal space. Chest retractor is applied to facilitate the view. The pericardium is opened, and ligations made on the LAD coronary artery using 8–0 silk sutures (Ethicon). The lungs are slightly overinflated to assist in removal of air in the pleural cavity. Dissected intercostal space and chest skin were closed using a 6–0 silk suture (Ethicon).

### Intra-cardiac injection of miRNA mimics

Eight-week-old male c57BL/6 mice were randomly subjected to intra-cardiac injection of microRNA mimic miR-19a/miR-19b or control mimics (10 μg per mouse heart), respectively, after MI. All microRNA mimics were purchased from Dharmacon and formulated with MaxSuppressor in vivo RNALancerII, a lipid-based delivery reagent (BIOO Scientific, Inc.), according to the manufacturer’s instructions and a previous report^10^.

For evaluation of individual members of the miR-19 family, miR-19a (10 μg per heart), miR-19b (10 μg per heart), or control mimics (10 μg/per heart) were injected post MI. For the experiments using a combination of miR-19a and miR-19b, miR-19a (5 μg)/19b (5 μg) (10 μg per heart), or control mimics (10 μg per heart) in a total volume of 50 μl were injected using an insulin syringe with needle (31 G), immediately after the ligation of LAD coronary artery. The miRNA mimics were evenly injected into three sites around the infarcted area (anterior wall, lateral wall, and apex area). Average volume of mimic solutions for each injection site is about 15 μl. When injecting, the needle is within the ventricle muscular wall but not ventricular cavity. Immediately after injection of mimics, anesthesia (isoflurane) was stopped to increase survival.

### AAV9-miR-19a/19b cloning and virus packaging

We generated AAV9-cTNT::miR-19a/miR-19b-1(AAV9-miR-19a/19b), in which the cardiac-specific TNNT2 promoter is used to drive the expression of miR-19a/19b in the heart. An AAV9-cTNT::Luciferase (AAV9-Control) was used as a control. The cDNA fragments encoding Luciferase and mouse miR-19a/19b precursor sequences (miR-19a/19b-1 vector was gifted from Dr. Andrea Ventura^36^) were separately cloned into AAV Inverted Terminal Repeat (ITR)-containing AAV9 plasmid (Penn Vector Core) harboring the chicken cardiac TNT promoter, to generate pEn.cTnT::Luciferase and pEn.cTnT::miR-19a/19b, respectively. The AAV9 were packaged in HEK293T cells (obtained from the American Type Culture Collection and tested to be mycoplasma free) with AAV9:Rep-Cap and pAd deltaF6 (Penn Vector Core) as described previously^37^. Three days later, cells were collected and lysed. AAV was purified and concentrated by gradient centrifugation. Titration of AAV viral particles was determined by real-time PCR quantification of the number of viral genomes, as described previously^27,34^. The viral preparations had titers between 1 × 10^13^ and 4 × 10^13^ viral genome particles per ml.

### Intra-cardiac injection of AAV9-miRNA

Eight week-old male c57BL/6 mice were randomly subjected to intra-cardiac injection of AAV9-miR-19a/19b, or AAV9-Control (2 × 10^11^ viral genome particles per mouse heart), respectively, after MI. Immediately after the ligation of LAD coronary artery, AAV9-miR-19a/19b or AAV9-Control in a total volume of 50 μl were injected into ventricle muscular wall but not ventricular cavity using insulin syringe with needle (31 G). The AAV9-miRNAs were evenly injected into three sites around the infarcted area (anterior wall, lateral wall, and apex area). Immediately after injection of AAV, anesthesia (isoflurane) was stopped to increase survival. Then the chest was closed and the animal was changed to a prone position until recovery of spontaneous breathing.

### Systemic delivery of miRNA mimics through tail-vein injection

Eight-week-old male c57BL/6 mice were randomly subjected to tail-vein injection of miR-19a/19b or control mimics after MI. All miRNA mimics were purchased from Dharmacon and formulated with neutral lipid emulsion (NLE,MaxSuppressor in vivo RNALancerII, BIOO Scientific, Inc.) according to the manufacturer’s instructions. Mice were injected a single dose per day of 10 μg NLE-formulated miRNA mimics through intravenous tail-vein. To evaluate the therapeutic potential of miR-19a/19b in treating infarcted hearts, miR-19a/19b or control mimic (10 μg in 100 μl mixture per mouse systemically) was administered daily for 3 days, beginning 6 h after MI. To further determine the therapeutic effect of miR-19a/19b on heart after MI, another lipid-mediated (RNAiMax) miRNA delivery through tail-vein injection was performed. A dose of 100 μl mixture of miRNA and RNAiMax (ratio 1:1 in volume) was prepared. RNAiMax-mediated mixture was injected through intravenous tail-vein daily for 3 days, beginning 6 h after MI.

### Measurement of cardiac function by echocardiography

Echocardiographic measurements were performed on mice using a Visual Sonics Vevo^®^ 2100 Imaging System (Visual Sonics, Toronto, Canada) with a 40 MHz MicroScan transducer (model MS-550D)^18,27,34^. Mice were anesthetized with isoflurane (2.5% isoflurane for induction and 0.5% for maintenance). Heart rate and left ventricular (LV) dimensions, including diastolic and systolic wall thicknesses, LV end-diastolic and end-systolic chamber dimensions, were measured from 2-D short-axis under M-mode tracings at the level of the papillary muscle. LV mass and functional parameters such as percentage of fractional shortening (FS%) and left ventricular volume were calculated using the above primary measurements and accompanying software.

### EdU incorporation and immunofluorescence staining

5-ethynyl-2′-deoxyuridine (EdU)-labeling assay was used to analyze cardiomyocyte proliferation as described previously^18^. MI mice with injected miRNA mimics were intraperitoneally injected with EdU (Life Technologies) at 5 μg/g of body weight, every 2 days for five times total. At the end point of the experiment, mouse hearts were harvested, rinsed with PBS and arrested in diastole buffer (4.7 nM KCl and 0.1% 2,3-butanedione monoxime (BDM) in PBS). Hearts were then fixed in 4% paraformaldehyde (pH 8.0) overnight and embedded in paraffin. Then paraffin samples were cut into 5 μm tissue sections, de-waxed in xylene for 5 min (twice) and rehydrated with alcohols in decreasing concentration (100%, 90%, 70%, 50%) at room temperature. Sections were boiled for 10 min in antigen retrieval buffer Retrievagen A (pH 6.0) (BD Pharmingen). Sections were rinsed three times in water, permeabilized for 15 min in 0.5% Triton X100 PBS, and blocked for 30 min in 3% BSA in PBS. Then EdU Immunofluorescence staining was performed on the sections by using the Click-iT^®^ EdU Imaging Kits (Alexa Fluor^®^ 488) to assess EdU incorporation according to the manufacturer’s instructions. For further co-staining, the sections were removed from the reaction cocktail and washed with 1 ml of 3% BSA in PBS and blocked in 5% goat serum. Mouse anti-cardiac troponin T (cTNT, 1:500, a generous gift from Dr. Jim Lin of University of Iowa) antibody was used to mark the cardiomyocytes. Nuclei were visualized with 4′,6′-diamidino-phenylindole (DAPI, 1:5000, Invitrogen). Goat anti-mouse secondary antibody (AlexaFluor 594, 1:400, Invitrogen) was used for visualization under microscopy. Cardiomyocyte cross-sectional area was labelled with wheat germ agglutinin (Alexa Fluor^®^ 647 conjugate WGA; 1:100, Invitrogen), which was added together with the secondary antibody. Quantitative data were obtained by measuring co-localization of DAPI with EdU in the cardiomyocyte area. Imaging was performed on a Nikon TE2000 epifluorescent microscope with deconvolution (Volocity; Perkin-Elmer). To identify mitosis and cytokinesis, we used rabbit anti-pH3 (1:400, Millipore, cat #06-570) and rabbit anti-Aurora B (1:100, Abcam cat #ab2254) antibodies, respectively. Mouse anti-α-actinin (1:250, Abcam, cat #ab9465) was used to mark cardiomyocytes. Nuclei were visualized with DAPI (1:5000). Goat anti-rabbit and goat anti-mouse AlexaFluor 488 or 594 as secondary antibody (1:400, Invitrogen) were used for microscopic visualization. Quantitative data were obtained by measuring co-localization of DAPI (nuclear staining) with pH3 in the cardiomyocyte area.

### Histology and TUNEL assays

Mouse hearts were dissected out, rinsed, and arrested in diastole buffer (4.7 nM KCl and 0.1% BDM in PBS). Hearts were then fixed in 4% paraformaldehyde (pH 7.4) overnight. After dehydration through a series of ethanol baths, samples were embedded in paraffin wax according to standard laboratory procedures. Sections of 5 μm in thickness were stained with haematoxylin and eosin (H&E). The stained sections were used for routine histological examination by light microscopy.

To determine infarct size, hearts were fixed in 4% paraformaldehyde (pH 8.0), dehydrated and embedded in paraffin. Then the embedded paraffin blocks were cut through from apex to base. The first 10 sections (10 μm thickness each) of every 100 sections were used. Sections were further fixed with prewarmed Bouins’ solution at 55 °C for 1 h and stained with Fast Green and Sirius Red^18,27,34^. Infarct size was calculated according to the formula: [length of coronal infarct perimeter (epicardial + endocardial)/total LV coronal perimeter (epicardial + endocardial)] × 100 ^18,38^.

Terminal deoxynucleotidyl transferase-mediated nick-end labeling (TUNEL) assays were performed on paraffin sections to detect apoptotic cardiomyocytes, as described previously^18^. ApopTag^®^ Plus In Situ Apoptosis Fluorescein Detection Kit was used (Cat #S7111 Millipore) according to the manufacturer’s procedure. Positive control slides containing unstained rat mammary glands were TUNEL assayed as well. The cardiomyocytes were counter-stained with cTNT and DAPI.

To identify M1 and M2 phages, immunohistochemistry analyses were performed in the heart sections. After incubating paraffin heart sections in three washes of xylene, two washes of 100% ethanol, two washes of 95% ethanol, and two washes of ddH_2_O for deparaffinization and rehydration, they were processed for antigen unmasking according to the manufacturer’s protocol. Primary and secondary antibodies were as following: CD80 (1:50, M1007-10, Hangzhou Huaan Biotechnology Co., Ltd.), iNOS (1:200, RT1332, Hangzhou Huaan Biotechnology Co., Ltd.), Arginase 1 (1:200, RT1051, Hangzhou Huaan Biotechnology Co., Ltd.). UltraVision HP IHC detection kit was obtained from Shanghai Universal Biotech Co., Ltd. Pictures were taken with a Leica DM4000 microscope.

### Western blot analysis

Protein lysate samples were prepared from heart tissues in tissue extraction reagent (Invitrogen, FNN0071) supplemented with proteinase inhibitors. Lysate samples (30 μg total protein for each) were separated by 10% SDS–PAGE and electrophoretically transferred to PVDF membranes. SOCS1 protein was probed with goat antibody to SOCS1 (Abcam, ab9870; 1:1000 dilution). SOCS3 protein was probed with rabbit antibody to SOCS3 (Abcam, ab16030; 1:1000 dilution). STAT3 protein was probed with mouse antibody to STAT3 (CST, #9139; 1:1000 dilution). Phospho-STAT3 protein was probed with rabbit antibody to phosho-STAT3 (CST, #9145; 1:1000 dilution). PTEN protein was probed with rabbit antibody to PTEN (CST, #9188; 1:1000 dilution). Bim protein was probed with rabbit antibody to Bim (CST, #2933; 1:1000 dilution). Cleaved-caspase3 protein was probed with rabbit antibody to cleaved-caspase3 (CST, #9661; 1:1000 dilution). Bcl2 protein was probed with rabbit antibody to Bcl2 (CST, #3498; 1:1000 dilution). Bax protein was probed with rabbit antibody to Bax (CST, #2772; 1:1000 dilution). Protein bands were visualized with the Bio-Rad ChemiDoc imaging system. All the antibody information is listed in Supplementary Table 6.

### RNA-seq and genome-wide transcriptome analysis

RNA from the hearts of mice 4 days after MI and miRNA mimic injection was prepared for RNA-seq (three biological replicates for each group). RNA-seq experiments were performed by Novogene (Beijing, China). Briefly, total RNA was isolated from fresh ventricular tissue using TRIzol (Invitrogen). mRNA was then purified from total RNA using poly-T oligo-attached magnetic beads. Sequencing libraries were generated using NEBNext^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (NEB, USA) following manufacturer’s recommendations, and index codes were added to attribute sequences to each sample. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumia) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina Hiseq platform and 150 bp paired-end reads were generated. For the data analysis, raw data (raw reads) in fastq format were first processed through in-house Perl scripts. Clean data (clean reads) were obtained by removing reads containing adapters, reads containing ploy-N and low-quality reads from raw data. Reference genome and gene model annotation files were downloaded from genome website directly. Index of the reference genome was built using STAR and paired-end clean reads were aligned to the reference genome using STAR (v2.5.1b). STAR uses the method of Maximal Mappable Prefix (MMP). HTSeq v0.6.0 was used to count the read numbers mapped to each gene. Analysis of differential expression was performed using the edgeR R package (3.12.1). The *P* values were adjusted using the Benjamini and Hochberg method. GO and KEGG pathway analyses were implemented using the clusterProfiler R package. The hierarchical clustering heat map was generated with the ggplot library.

### Isolation of cardiomyocytes from adult mouse hearts

Isolation of cardiomyocytes was performed as described previously^39–41^. Briefly, fresh hearts were harvested and immediately fixed in 4% paraformaldehyde for 2 h at room temperature. Samples were then washed in PBS for 5 min and digested with collagenase B (1.8 mg/ml, Roche) and collagenase D (2.4 mg/ml, Roche) on a rotator at 37 °C overnight. Cell suspensions were then collected at 300 g for 2 min and the pelleted cells were resuspended in PBS. The isolated cardiomyocytes were stained with Connexin 43 antibody (1:1000, Abcam, cat #ab11370), α-actinin (1:250, Abcam, cat #ab9465), and DAPI (1:5000) for cardiomyocyte counts and nucleation counts. For cardiomyocyte count, 10 μl aliquots samples from total volume of digested cardiomyocytes were counted using hemocytometer. The total number of cardiomyocytes counted was ~150–200 cardiomyocytes per aliquot. We averaged three different counts per sample and eight hearts per group. For nucleation, ~1 × 10^3^ cardiomyocytes were counted per sample, using six independent samples per group. Nucleation was plotted as percentage of counted cardiomyocytes.

### Quantitative RT-PCR

Total RNA was isolated using TRIzol Reagent (Invitrogen) from cell or tissue samples. For qRT-PCR detecting the expression of protein-coding genes, 2.0 μg RNA samples were reverse-transcribed to cDNA using random hexamers and MMLV reverse transcriptase (Invitrogen) in a 20 μl reaction system. In each analysis, 0.1 μl cDNA pool was used for quantitative PCR. For qRT-PCR detecting the expression of miRNAs, 10 ng RNA samples were reverse-transcribed to cDNA using TaqMan^®^ MicroRNA Reverse Transcription Kit (ABI). In each analysis, 1.5 μl cDNA pool and TaqMan^®^ MicroRNA Assays were used for quantitative PCR. All qPCR experiments were performed on the Applied Biosystems 7500 Real-Time PCR System. Primers used in this study is listed in Supplementary Table 7.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Source Data

## Data Availability

All relevant data related to this manuscript are available on request from the authors on reasonable request. The accession number for the RNA-sequencing data described in this study is GSE126888. Original un-cropped western blots are provided in source data. The source data underlying Figs. 1–7 and Supplementary Figs. 2–5 are provided.

How the deposited data were processed for this re-analysis (not part of the article)

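RNA was sequenced from the ventricles of 6 mouse hearts 4 days after MI, 3 injected with control mimic and 3 with miR-19a/19b mimics. The mapping of libraries to groups was taken from the labels of the libraries, which match the groups, the day and the number of replicates in the paper's methods.

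The authors removed reads with adapters and reads of low quality, aligned the rest with STAR and counted reads per gene with HTSeq. The deposited signal is a normalized count, each gene's count divided by a size factor of its library. The size factors, between 0.905 and 1.16, were equal to those that DESeq2 computes from the recovered reads. The deposited log2 fold changes and p-values are the authors' own. The paper's methods name edgeR for the differential expression, while the log2 fold changes that the authors deposited correlate at 0.9997 with those of DESeq2 with shrunken fold changes across 25640 genes (genes are not independent replicates). The authors deposited no p-value for 397 genes. All the columns of per-heart values were used. Replicate hearts differed by far more than sampling noise (chi-square per degree of freedom between 9.49 and 123), so no library was counted as a repeat of another.

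The test set before the data were examined was edgeR's quasi-likelihood test on counts, with limma in its place if the deposited values were normalized. Since they were, the test used was limma (version 3.58.1, in R 4.3.3) with a trended prior on log2(normalized count + 1), over the 21126 of 26012 genes with a mean of at least 1. A gene was called at an adjusted p-value under 0.05. Between 19398196 and 23645308 reads per heart were counted on genes, so a gene at the mean of 1 rests on about as many reads per heart, and its fold change is poorly determined. The tests on recovered reads, with edgeR 4.0.16 and DESeq2 1.42.0, are alternatives.

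Gene sets were tested with camera at a preset correlation of 0.01 between genes, and with fry. The 16 lists of genes (interferon, T cell, collagen and matrix, integrin, Hippo/Yap, cell death, cardiomyocyte, macrophage, neutrophil, fibroblast, endothelial, smooth muscle, B cell, erythrocyte, proliferation, fatty acid and mitochondrial) were written before the data were examined and adjusted together. Over-representation used one-sided Fisher's exact tests on the 909 Reactome sets of the fgsea package (1.28.0) that hold 10 to 500 tested genes, with the 5486 tested genes found in any set as background. Where a fit called at least 50 genes in a direction at the adjusted threshold, those calls were tested. Otherwise its genes at an unadjusted p-value under 0.05 were tested. Files' gene identifiers were joined to NCBI gene identifiers through the reference annotation for 17537 genes. Reactome sets were grouped as immune (9 sets tested) or extracellular matrix (9 sets tested) after the differential expression results were seen and before the Reactome results.

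Matches to the miR-19 seed were the 8-mer TTTGCACA and the 7-mers TTTGCAC and TTGCACA in the longest annotated 3' UTR of GENCODE M21, for 15858 tested genes with a 3' UTR. The median log2 fold change of genes with a match was compared with 10000 random lists matched on 3' UTR length and expression. Transcripts of the genes in Fig. 5i and Fig. 3f were aligned to all other transcripts with BLAST to find near-identical copies.

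The genes named are every gene that the paper names in its RNA-seq paragraph or measures by qRT-PCR in hearts injected with the mimics, by a rule set before the data were examined, apart from an item that is not reported here. The rule also allowed for the genes with the largest changes among those called, and 0 genes were called, where 848 had an unadjusted p-value under 0.05. Lipg, the skeletal muscle genes, the monocyte genes and the genes named as sharing reads are outside this rule and were chosen after their values were seen, as were the skeletal muscle and monocyte lists.

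The tests were checked on simulated reads with 200 genes changed 2-fold in 3 hearts against 3. Limma recovered 86% of the changed genes, with 14 calls at unchanged genes among 15614 tested, and DESeq2 recovered 94.5%, with 51 calls at unchanged genes. The changed genes were drawn from well-expressed genes, 50 others were lowered by less, and each gene was simulated independently. In these hearts genes vary together, with an estimated correlation of 0.74 in the interferon list and 0.93 in the cardiomyocyte list. The simulated rates may therefore not hold for these hearts.

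Alternatives set before the data were examined were DESeq2's Wald test, edgeR's exact and likelihood ratio tests, limma-voom, the quasi-likelihood test with RLE or upper quartile factors, no filter, at least 10 counts in every heart, a pseudocount of 0.1, the replicate number as a block, other thresholds, fry, an estimated correlation, and each heart left out in turn. The quasi-likelihood test with TMM, DESeq2 with shrunken fold changes and a cardiomyocyte score as a covariate were added after seeing the data.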

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

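The tests of skeletal muscle genes below were chosen after the values had been seen. Of the 21126 genes tested, a group of 14 genes of skeletal muscle stood out in one library, and the paper does not discuss them. Their normalized counts summed to 3543 in miR-19a/19b mimic replicate 1 and to between 37.08 and 76.07 in the other 5 hearts, 46.6-fold over the highest of these. The genes are Mylpf, Myh1, Myh2, Myh3, Myh4, Myh8, Atp2a1, Actn3, Mybpc1, Myog, Myod1, Myf6, Chrng and Chrnd, and in each of them the heart was at least 5.74-fold above the highest of the others, or above 3 counts where none of the others reached that. Myh3 had 451.9 normalized counts there and at most 1.7 in another heart. The authors deposited no p-value for any of the 14, so none of them is among the 544 dysregulated genes.

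A candidate source is skeletal muscle sampled with that heart. In a list of 16 other skeletal muscle genes, written after the first 14 were seen, 15 were highest in the same heart and 5 were at least 2-fold above the highest of the other hearts (Tnnt3, Tnni2, Ampd1, Neb and Ryr1). The threshold of 2-fold was also set after the data were seen. The hearts express most of these genes without it, for example Myl1 at between 519.5 and 1125.1 normalized counts in the other hearts, which would hide a small share of skeletal muscle. Pvalb, which is abundant in fast muscle, had 8.6 normalized counts in that heart, and Tnnc2 is listed at 0 in all 6 hearts. Skeletal muscle tissue and a change of muscle genes within that heart therefore cannot be told apart here. A mislabelled library would not raise genes that the other hearts lack. Both lists together made up 0.04% of the counts of that heart, so they have little weight in the scaling of the library. One heart of 3 shows the signal, so no effect of the mimics on these genes was tested.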

How the results depend on the processing

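Settings outside those set before the data were examined are marked as added. Counts of genes at an adjusted p-value under 0.05, 0 lower and 0 higher in limma, were 27 lower and 1 higher with DESeq2's Wald test, 31 and 2 with edgeR's exact test and 32 and 2 with the likelihood ratio test, all on the recovered reads. They were 0 and 0 with limma-voom, with the quasi-likelihood test under RLE or upper quartile factors or (added) TMM, without a filter, with at least 10 counts in every heart, with a pseudocount of 0.1, with at least a 2-fold change and at an adjusted p-value under 0.1. DESeq2 with shrunken fold changes (added) gave 27 and 1, and the cardiomyocyte score as a covariate (added) gave 90 and 17. In the self-test DESeq2, the exact test and the likelihood ratio test made between 51 and 54 calls at unchanged genes, against 14 for limma, which recovered 86% of the changed genes at this number of hearts. The self-test changed well-expressed genes and simulated each gene independently, so it does not settle which count is right for these hearts. An unadjusted p-value under 0.05 gave 555 and 293, and with at least a 2-fold change 153 and 145. Lower genes outnumbered higher genes in 555 against 293 at the unadjusted threshold, and in each of the other settings but one: without miR-19a/19b mimic replicate 3, there were 1289 lower and 1778 higher. Across the 6 fits that each left out one heart, lower genes at an adjusted p-value under 0.05 ranged from 0 to 164 and higher genes from 0 to 383, the upper values without miR-19a/19b mimic replicate 3; at the unadjusted threshold they ranged from 369 to 1289 and from 208 to 1778.

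At the unadjusted threshold, the count of higher genes was 174 with DESeq2, 147 with shrunken fold changes (added), 167 with limma-voom and 147 with at least 10 counts in every heart; with the covariate (added) 1099 genes were lower and 867 higher. The alternatives differ in which genes they test and how they share the spread between genes; the cause of these changes was not tested.

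Of the 18 genes of Fig. 5i, between 16 and 18 kept an unadjusted p-value under 0.05 under the settings with all 6 hearts, and from 10 to 18 with one heart left out, where the smaller number of hearts is part of the change.

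Among Reactome sets, the 8 immune sets were 3 with the covariate (added), and from 4 to 7 with one heart left out. The 1 extracellular matrix set was 8 with DESeq2, 5 with the exact test, the likelihood ratio test, the RLE, upper quartile and (added) TMM factors and a pseudocount of 0.1, 4 with limma-voom, 8 with the genes of the authors' deposited table, 0 with at least 10 counts in every heart and with the covariate (added), and from 0 to 7 with one heart left out. The 3 sets among higher genes were 0 with DESeq2, the exact test, the likelihood ratio test, limma-voom, RLE, upper quartile and (added) TMM factors, at least 10 counts in every heart and the genes of the authors' deposited table, 1 without a filter, 6 with the covariate (added), and from 0 to 15 with one heart left out. Adjusted calls were tested in place of an unadjusted list for the covariate's 90 lower genes. The same held without miR-19a/19b mimic replicate 3, with 164 lower and 383 higher genes. The set counts of these fits therefore also reflect the stricter list. The cause of the other changes was not tested.

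Camera's adjusted p-values rest on its preset correlation. Under fry they were 0.257 for the interferon, T cell and integrin lists, 0.571 for collagen and matrix, 0.625 for cell death and 0.767 for macrophage; with an estimated correlation they were 0.333 for the interferon, T cell and integrin lists, 0.652 for collagen and matrix and 0.659 for cell death and macrophage. The estimated correlation of the interferon list was 0.74, which is the cause of its change. The interferon list stayed lower in all settings, with adjusted p-values from 5.47e-52 to 0.333, as did the T cell list, from 2.38e-16 to 0.333. The Hippo/Yap list, at 0.0633, was 0.0451 with at least 10 counts in every heart and 0.0485 with TMM (added). Camera's direction for the fibroblast list changed to higher with the covariate (added, adjusted p-value 0.919), while its median, -0.04, stayed lower.

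With one heart left out, adjusted p-values from camera ranged from 1.11e-07 to 0.0794 for collagen and matrix, from 0.000225 to 0.542 for cell death, from 1.1e-07 to 0.532 for macrophage, from 0.0317 to 0.443 for Hippo/Yap, from 2.67e-13 to 0.653 for cardiomyocyte, from 0.00148 to 0.466 for neutrophil, from 0.216 to 0.984 for fibroblast, from 0.0387 to 0.894 for endothelial and from 1.15e-05 to 0.443 for proliferation, and for the miR-19 seed match genes the p-value ranged from 0.0196 to 0.469. They ranged from 9.03e-06 to 0.0654 for erythrocyte, from 1.02e-18 to 0.435 for fatty acid and mitochondrial and from 0.0201 to 0.624 for smooth muscle. Camera's direction changed in at least one of these fits for the cardiomyocyte, neutrophil, fibroblast, endothelial and proliferation lists.

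With one heart left out, the log2 fold change ranged from -0.21 to 0.65 for Arg1, -0.075 to 0.16 for Bax, -0.28 to 0.073 for Bcl2l11, -0.32 to 0.41 for Ccl2, -0.04 to 0.25 for Ccnb1, -0.11 to 0.26 for Cd68, -0.11 to 0.22 for Cd80, -0.12 to 0.16 for Cdk1, -0.16 to 0.29 for Col1a1, -0.26 to 0.014 for Col3a1, -0.88 to 0.53 for Il10, -0.88 to 0.13 for Il1b, -0.49 to 0.16 for Il6, -0.34 to 0.33 for Myh7, -0.20 to 0.02 for Nos2, -0.34 to 0.13 for Nppb, -0.54 to 0.076 for Socs1, -0.40 to 0.089 for Socs3, -0.047 to 0.092 for Stat3, -0.33 to 0.025 for Tead1, -0.72 to 0.15 for Tnf and -0.10 to 0.12 for Yap1, so these genes have no stable direction. Genes near 0 also changed sign with all 6 hearts. Myh7, at -0.06, was 0.012 with DESeq2 and RLE factors, 0.008 with the exact and likelihood ratio tests and TMM (added), 0.007 with upper quartile factors and 0.005 with shrunken fold changes (added). Ccl2, at -0.01, was 0.029 with DESeq2, 0.03 with the exact and likelihood ratio tests, 0.008 with limma-voom, 0.033 with RLE factors and TMM (added), 0.041 with upper quartile factors, 0.011 with shrunken fold changes (added) and 0.024 with the covariate (added). Il10, at -0.04, was 0.035 with limma-voom and 0.003 with the covariate (added), and with the covariate (added) Yap1 was -0.008 and Stat3 -0.001. The cause was not tested. Over the remaining single genes and lists, each taken under each alternative with all 6 hearts, the direction and the side of the threshold stayed as in limma in 742 cases, the threshold was newly passed in 13 and no longer passed in 8.

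The replicate numbers are shared between the groups, and with the replicate block 0 genes were lower and 0 higher at an adjusted p-value under 0.05, with 434 and 207 at an unadjusted p-value under 0.05. The cell death list had an adjusted p-value of 0.0611, 0 matrix sets passed among lower genes, and 1 set passed among higher genes. The deviations of hearts with the same number from their group means correlated at -0.01, -0.02 and -0.11 across genes, so the hearts share only a number, and the calls lost under the block do not speak of weaker effects.

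The median log2 fold change of all genes tested was between 0.004 and 0.013 under the scalings tried. The medians of some lists moved by more: that of the neutrophil list was -0.33 in limma, -0.08 with TMM (added) and -0.06 with upper quartile factors, and that of the cardiomyocyte list was 0.09, 0.23 and 0.23. These fits also differ from limma in the test and in the genes tested, so the cause was not settled.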

Differences from the paper's values

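The paper gives 544 dysregulated genes, 393 lower and 151 higher. All 544 are the genes with an unadjusted p-value under 0.05 in the authors' deposited values. Of them, 28 had an adjusted p-value under 0.05 there, the same 28 that DESeq2 called here. Counts at an adjusted threshold are therefore not like for like with the paper's, and the next paragraph compares unadjusted counts. At an adjusted p-value under 0.05, limma gave 0 in all, 0 lower and 0 higher, with 848 genes at an unadjusted p-value under 0.05. Of the 20 alternatives set before the data were examined, 1 came within 1.5 times of the paper's 544 genes, 547 without miR-19a/19b mimic replicate 3, of which 164 were lower and 383 higher. For the paper's 393 lower genes the 1 alternative within 1.5 times was an unadjusted p-value under 0.05, with 555. For the paper's 151 higher genes it was an unadjusted p-value under 0.05 with at least a 2-fold change, with 145. The genes in Fig. 5i, which the paper calls at the unadjusted threshold, were not called by limma at the adjusted one. Among them, Slc15a2 had an adjusted p-value of 2.79e-05 with DESeq2 and 1.46e-05 with the exact test, and Acot1 one of 0.0497 with the exact test. DESeq2 gave 28 genes in all, the exact test 33 and the likelihood ratio test 34, and with the cardiomyocyte score as a covariate, chosen after seeing the values, 81 of 90 lower genes and 14 of 17 higher genes were among the paper's. None of these alternatives came within 1.5 times of all 3 of the paper's counts.

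At an unadjusted p-value under 0.05, limma gave 848 genes against the paper's 544 and 293 higher genes against the paper's 151, while 555 lower genes were within 1.5 times of the paper's 393. For the total, 14 of the 16 alternatives set before the data were examined came within 1.5 times of the paper's value. The exceptions were no filter, and leaving out miR-19a/19b mimic replicate 3, which gave 3067. For the higher genes, 9 of the 16 did, namely DESeq2 with 174, the exact test with 197, limma-voom with 167, RLE factors with 200, upper quartile factors with 206, the replicate block with 207, the likelihood ratio test with 211, at least 10 counts in every heart with 147 and leaving out miR-19a/19b mimic replicate 2 with 208. The others were no filter, a pseudocount of 0.1, leaving out each control heart, and leaving out miR-19a/19b mimic replicate 1 or replicate 3. DESeq2 with shrunken fold changes, chosen after seeing the values, gave 393 lower and 147 higher genes at an unadjusted p-value under 0.05, 540 in all, of which 533 are among the paper's 544.

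The paper reports no GO term among its higher genes, while 3 Reactome sets passed among the higher genes in limma, with Biological oxidations at an adjusted p-value of 0.0053; with the genes of the authors' deposited table the number was 0. The paper reports terms on extracellular matrix and the collagen network among its lower genes, while the Extracellular matrix organization set had an adjusted p-value of 0.259 and Collagen formation 0.368 among the lower genes in limma; both passed with the genes of the authors' deposited table. Of the 9 matrix sets, 8 passed with DESeq2, 4 with limma-voom and 5 with the exact test, the likelihood ratio test, RLE or upper quartile factors, a pseudocount of 0.1 and, chosen after seeing the values, the quasi-likelihood test with TMM. Among higher genes 0 sets passed with DESeq2, the exact test, the likelihood ratio test, limma-voom, RLE or upper quartile factors, at least 10 counts in every heart and, chosen after seeing the values, TMM.

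The paper shows Tgfbr2 and Col1a1 as lower by qRT-PCR at 4 days (Fig. 3f), and in the RNA-seq libraries their log2 fold changes were 0.04 and 0.08, with the groups overlapping; that of Col1a1 was -0.16 without miR-19a/19b mimic replicate 3. It shows Cd68 as lower and Il10 as higher by qRT-PCR (Fig. 5m, where the text gives no time), and the RNA-seq log2 fold changes were 0.10 and -0.04, with the groups overlapping; that of Cd68 was -0.11 without miR-19a/19b mimic replicate 3, and that of Il10 0.53 without control mimic replicate 2 and 0.035 with limma-voom. The paper reports Ccnb1, Ccnd1 and Cdk1 as higher by qRT-PCR (Fig. 4h, where the text gives no time). In the RNA-seq libraries, Ccnd1 had a log2 fold change of -0.16 (standard error 0.11), with the groups overlapping. With one heart left out, that of Ccnd1 ranged from -0.23 to -0.10. Those of Ccnb1 and Cdk1 were 0.12 and 0.03, also with the groups overlapping. The paper's Fig. 5i lists Slc15a2 among its higher genes, and its RNA-seq log2 fold change was 1.53, while the paper's own qRT-PCR source values give a log2 ratio of -0.09 from 3 control and 2 miR-19a/19b mimic hearts.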

Other observations

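The tests below on other scalings, on the covariate, on monocyte genes, on the interferon list against the fibroblast, endothelial and smooth muscle lists, on the share of lower genes with a seed match, on fibroblast genes outside the matrix list, on these differences with one heart left out and on other splits for the interferon list were chosen after the results were seen.

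There are 10 ways to split the 6 hearts into 3 and 3. At an unadjusted p-value under 0.05 in limma, 5 of the 10 gave at least the 848 genes of the mimic groups, and the other splits ranged from 375 to 3128. At an adjusted p-value under 0.05 in DESeq2, 2 of the 10 gave at least 28 genes, with the other splits at 0 to 727. The split with 727 set miR-19a/19b mimic replicate 3 with control mimic replicates 1 and 2. With the cardiomyocyte score as a covariate, 1 of the 10, the mimic groups themselves, gave as many as its 107 genes, and the others gave 0 to 2. Of its 90 lower genes, 81 are among the paper's 393 and 26 are in the interferon list, and of its 17 higher genes, 14 are among the paper's 151. For the interferon list, 1 of the 10 splits, again the mimic groups, gave a p-value from camera as small, and 1 of the 10 one from fry as small, but 7 of the 10 had a p-value from camera under 0.05, so a p-value under 0.05 from camera does not single out the mimic groups. The share of splits cannot be under 0.1 with 3 hearts against 3, so this test could not have excluded a random grouping, even for the covariate counts and the interferon list, where the mimic groups ranked first of the 10 splits.

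Hearts injected with miR-19a/19b mimics differed among themselves in cardiomyocyte genes. Relative to the control mean, the cardiomyocyte list was 0.59, 0.49 and -0.93 in replicates 1, 2 and 3, and the fatty acid and mitochondrial list was 0.77, 0.78 and -0.56, against between -0.30 and 0.24 for both lists in control hearts. The first list had a median log2 fold change of 0.09 (0.23 with TMM or upper quartile factors) with 20 of 30 genes higher (adjusted p = 0.791 from camera), and the second 0.29 with 32 of 32 higher (adjusted p = 0.000833 from camera and 0.79 from fry). Without replicate 3, the medians were 0.60 and 0.75, without replicate 1 that of the cardiomyocyte list was -0.19, and without replicate 2 that of the fatty acid and mitochondrial list was 0.07. No technical explanation of this spread, such as the part of the ventricle that was sampled, was tested, and one library decides it.

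The interferon list was lower in miR-19a/19b mimic hearts, with a median log2 fold change of -0.59. Its length, GC content and expression level do not explain this, since the lowest of 10000 random lists matched on them had a median of -0.078 (permutation test over the random lists, p = 1e-04, the smallest that they can give). Reads shared between paralogs do not either, since the members outside families of near-identical genes had a median of -0.52. With upper quartile scaling, the list lay -0.59 (log2) from the median of all genes. A scaling factor shifts all genes alike and cancels from this distance, so the distance does not test the authors' scaling. The median of the list itself was -0.58 with TMM and -0.57 with upper quartile factors, so the list stayed lower under these scalings. A difference in the share of cardiomyocyte RNA would move the lists of other cell types alike, but the interferon list minus the mean of the fibroblast, endothelial and smooth muscle lists differed by -0.58 between the groups and did not overlap, with -0.40 without miR-19a/19b mimic replicate 1 as its smallest size with one heart left out. The interferon list minus the mean of the macrophage, T cell, neutrophil and B cell lists differed by -0.34 between the groups and did not overlap (exact permutation test, two-sided, p = 0.1, the smallest possible). Without miR-19a/19b mimic replicate 3 this difference was -0.24, against a larger SD of 0.12 within a group. Without replicate 1 it was -0.345, against 0.271. The mean of those lists was itself -0.574, -0.261 and 0.053 in miR-19a/19b mimic replicates 1, 2 and 3. Fewer immune cells of every kind are argued against only if they would lower interferon genes no more than these lists, which was not tested. The T cell list itself fell by 0.46 on the log2 scale and did not overlap, so a lower number of T cells is not excluded. A lower number of classical monocytes stays open. A list of 12 monocyte genes, all 12 of them expressed in these hearts at the level tested, written after monocyte genes had been seen among the lower genes, fell by 0.24 on the log2 scale, and the interferon list minus this list differed by -0.35 (-0.19 without miR-19a/19b mimic replicate 3 and -0.24 without control mimic replicate 2) but overlapped between the groups, so these explanations cannot be told apart here. The monocyte list itself also overlapped between the groups, at -0.625, -0.297 and 0.191 in miR-19a/19b mimic replicates 1, 2 and 3. Ccr2, Itgal and Vcan in it are also in another list, and Ccr2 and Itgal had log2 fold changes of -0.53 and -0.67. F13a1, Mgst1, Gsr and F10 in it were higher, with log2 fold changes between 0.12 and 0.16. A hypothesis that these values leave open is that signaling by interferons may be lower in miR-19a/19b mimic hearts at 4 days; the grouping of hearts by chance also stays open, as above.

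The paper leaves open whether its dysregulated immune response genes are direct targets of miR-19. The tests here are on all genes with a seed match and on all lower genes, not on those immune genes alone. Genes with a miR-19 seed match in the 3' UTR (3068 of 15858) had a median log2 fold change of -0.03, below all but 0.13% of random lists matched on 3' UTR length and expression, whose median was -0.02. The 922 genes with an 8-mer had a median of -0.02, at percentile 19.6 of their random lists and so within the range of these. For all genes with a match, the p-value was 0.0983 from camera and 0.293 from fry. Among the 420 7-mers of the same base composition, the seed match ranked 93 from the lowest, so a shift shared by other 7-mers may account for it. Whether some genes with a match are repressed directly cannot be told apart from this background. Direct repression of most of the lower genes is argued against: of the 462 lower genes with a 3' UTR, 74 held a match, where matched random lists held 89.2 on average and between 74 and 105 in the central 95% of lists. These lower genes passed only an unadjusted threshold, at which 848 genes of both directions were found against 1056 by chance. Many may be chance findings, so their matches do not show which genes the mimics repress. Bcl2l11, which encodes Bim, had a log2 fold change of -0.09 (standard error 0.17), while the paper reports lower Bim mRNA by qRT-PCR. The 3' UTR of Bcl2l11 holds 2 7-mers.

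Matrix genes were lower by a median log2 fold change of -0.17. A larger share of surviving myocardium would lower fibroblast genes alike. The collagen and matrix list minus the 15 fibroblast genes outside it differed by -0.23 between the groups and did not overlap, with the fibroblast genes themselves at 0.04. One heart carries much of this, since the difference was -0.12 without miR-19a/19b mimic replicate 2, and without control mimic replicate 3 it was -0.18, within the larger SD of 0.19 within a group. The share of surviving myocardium and a change in matrix genes themselves therefore cannot be told apart here.

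The remaining lists were written before the data were examined. Median log2 fold changes were -0.10 for Hippo/Yap (14 of 21 lower, adjusted p = 0.0633 from camera), -0.08 for cell death (28 of 38 lower, 0.0369), -0.15 for macrophage (23 of 28 lower, 0.00196), -0.33 for neutrophil (13 of 17 lower, 0.0801), -0.05 for fibroblast (15 of 24 lower, 0.838), 0.01 for endothelial (10 of 18 higher, 0.399), -0.09 for smooth muscle (9 of 12 lower, 0.107), -0.15 for B cell (9 of 13 lower, 0.328), -0.51 for erythrocyte (9 of 9 lower, 0.000482) and 0.11 for proliferation (28 of 30 higher, 0.0398). In fry none of the 16 lists passed. The median of the macrophage list was 0.01 without miR-19a/19b mimic replicate 1 and -0.34 without replicate 3, that of the neutrophil list 0.21 and -0.71 (and with all hearts -0.08 with TMM and -0.06 with upper quartile factors), and that of the proliferation list was -0.08 without replicate 3. The erythrocyte list was -0.17 without replicate 3, and the cell death list -0.03 without replicate 1 and -0.18 without replicate 3. Without replicate 2 the fibroblast list was 0.03, the endothelial list -0.03 and the B cell list -0.07. Leaving out control hearts moved the endothelial list to 0.10 (without replicate 1), the smooth muscle list to -0.22 and the B cell list to -0.25 (both without replicate 2) and the Hippo/Yap list to -0.05 (without replicate 3). Of the macrophage list, 28 of 28 genes were expressed in these hearts at the level tested, and 1 is also in another list. Of the fibroblast list, 11 of 24 genes are also in another list. Of the cell death list, 3 genes were chosen by the study for Fig. 5i.

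Of the genes that the paper measured by qRT-PCR at 4 days in Fig. 3f, 3 of 5 moved in the same direction in the RNA-seq libraries. The log2 fold changes were -0.35 for Eln, -0.26 for Fbn1 and -0.12 for Col3a1, against the paper's qRT-PCR log2 ratios of means of -0.87, -1.22 and -0.62. Without miR-19a/19b mimic replicate 2, Fbn1 was at -0.12 and Col3a1 at 0.01. In Fig. 5i, 18 of 19 genes moved in the same direction in both assays, Nppa included, at -0.94 in RNA-seq (standard error 0.26, adjusted p = 0.954 from limma) against -0.49 in the paper's qRT-PCR. In Fig. 5m, 8 of 10 genes did, but of these only Cd163 kept its direction with each heart left out in turn. Il1b, Il6, Tnf, Ccl2, Arg1, Socs1 and Socs3 changed sign in at least one of these fits. Arg1, which the paper reports as higher by qRT-PCR and immunostaining, had a log2 fold change of 0.21 (from -0.21 to 0.65 with one heart left out), and Cd163 one of 0.61 (unadjusted p = 0.0178 and adjusted p = 1, both from limma, in hearts whose groups overlapped) that was 0.39 without control mimic replicate 2. Socs1 and Socs3 had log2 fold changes of -0.27 and -0.14, with standard errors of 0.31 and 0.25. The hearts of the qRT-PCR panels were not matched to the RNA-seq libraries here.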
